# Insights into the Transcriptional Architecture of Behavioral Plasticity in the Honey Bee *Apis mellifera*

**DOI:** 10.1038/srep11136

**Published:** 2015-06-15

**Authors:** Abdullah M. Khamis, Adam R. Hamilton, Yulia A. Medvedeva, Tanvir Alam, Intikhab Alam, Magbubah Essack, Boris Umylny, Boris R. Jankovic, Nicholas L. Naeger, Makoto Suzuki, Matthias Harbers, Gene E. Robinson, Vladimir B. Bajic

## Abstract

Honey bee colonies exhibit an age-related division of labor, with worker bees performing discrete sets of behaviors throughout their lifespan. These behavioral states are associated with distinct brain transcriptomic states, yet little is known about the regulatory mechanisms governing them. We used CAGEscan (a variant of the Cap Analysis of Gene Expression technique) for the first time to characterize the promoter regions of differentially expressed brain genes during two behavioral states (brood care (aka “nursing”) and foraging) and identified transcription factors (TFs) that may govern their expression. More than half of the differentially expressed TFs were associated with motifs enriched in the promoter regions of differentially expressed genes (DEGs), suggesting they are regulators of behavioral state. Strikingly, five TFs (nf-kb, *egr*, *pax6*, *hairy*, and *clockwork orange*) were predicted to co-regulate nearly half of the genes that were upregulated in foragers. Finally, differences in alternative TSS usage between nurses and foragers were detected upstream of 646 genes, whose functional analysis revealed enrichment for Gene Ontology terms associated with neural function and plasticity. This demonstrates for the first time that alternative TSSs are associated with stable differences in behavior, suggesting they may play a role in organizing behavioral state.

Due to its extensive behavioral repertoire and highly social lifestyle, the European honey bee (*Apis mellifera*) has been utilized as an ethological model for decades. More recently, the publication of the honey bee genome^1^, quantitative trait locus analyses^2^, and transcriptomic studies^3^ have positioned the honey bee at the forefront of efforts to understand the relationship between genes, the environment, and complex behavior. Adult worker honey bees exhibit behavioral maturation and transition between discrete sets of tasks as they age^4^. Bees perform tasks in the hive for the first 2–3 weeks of their 6–7 week adult life, such as cleaning or building new honeycomb and tending to (“nursing”) the brood. They then transition to working outside the hive, guarding its entrance or foraging for food and other resources. While this behavioral maturation has a strong age-related foundation, bees are also able to respond to changing colony conditions by accelerating, delaying or even reversing their trajectory. This behavioral plasticity is influenced by a complex of factors including genotypic background, colony demography, nutrition, and the availability of colony resources^4^. It is also mediated by specific endocrine factors and neuromodulators, and associated with changes in the expression of thousands of genes in the brain, some of which have causal effects on behavior^3^. As a result, transcriptomic analyses of behavioral maturation in honey bees have led to fundamental insights about how genotype and the environment act on the brain transcriptome to regulate behavior^3^.

Two particular behavioral states in honey bees, nursing and foraging, are often used to characterize the relationship between behavioral maturation and the transcriptome due to the well-characterized and distinct suites of behaviors that each entails. While the social, neuroendocrine, physiological, molecular, and genetic influences mediating these states have been elucidated in numerous studies^3^, the transcriptional regulatory architecture in the brain underlying and connecting these maturational determinants remains largely unknown. A brain transcriptional regulatory network (TRN) derived from co-expression data collected in a large set of microarray studies revealed that a small number of TFs were predicted to reliably regulate the vast majority of differentially expressed genes (DEGs) in the brain^5^. Similarly, examining the *cis*-regulatory logic underlying motifs present in the promoters and enhancers of DEGs revealed that specific combinations of motifs (many of which are binding sites for TFs identified in the above-mentioned brain TRN^5^) were reliably associated with the differential expression of maturation-related genes in the brain^6^. Together, these results strongly suggest that a set of key TFs are responsive to maturational determinants and regulate definable gene modules to govern patterns of behavior. A comprehensive understanding of the manner in which these TFs contribute to behavioral state is thus essential to furthering our understanding of how behavior is organized.

As can be seen, there is great interest in elucidating the genome-scale TRNs underlying behavior^5^,^6^,^7^,^8^,^9^. However, because bioinformatics and experimental methods for identifying potential *cis*-regulatory sites upstream of the transcriptional start site (TSS) can be unreliable or difficult, respectively^10^,^11^, an ideal approach is to use a combination of methods to increase the robustness of inferences made about a network’s regulatory architecture. Since recent studies have highlighted the fact that a surprising proportion of potential binding sites in the promoter’s immediate vicinity exert functional influences on gene expression^12^, the region surrounding the TSS may provide particularly valuable insights about the identity of the TFs regulating a gene. Indeed, it appears that TF binding at the promoter is so vital that regulator-target interactions during development can be conserved over vast evolutionary distances^13^.

Transcriptomic techniques based on cap analysis of gene expression (CAGE) allow for high-throughput deep sequencing of the 5’-ends of mRNA transcripts to identify a gene’s TSS as well as promoter features downstream of the start site by selectively enriching and sequencing the region immediately downstream of the 5’ methylguanosine cap^14^. This allows one to spatially restrict motif finding to *cis*-regulatory modules that are actively co-transcribed with the target gene, and thus likely to be biologically relevant^15^. These modules can then be used to create a high resolution map of the transcriptional start sites upstream of actively transcribed genes^16^.

In order to determine how TFs (as well as promoter and TSS characteristics) might contribute to behavior, we used CAGEscan^17^ to examine the transcriptional regulatory architecture in the brain underlying behavioral maturation. The large quantities of RNA required to perform traditional CAGE and SAGE techniques preclude the analysis of individual bee brains, a critical factor in accurately characterizing nuanced transcriptomic changes associated with behavioral state. CAGEscan, however, is a variant of the nanoCAGE technique and is designed expressly for promoter characterization from small quantities of input RNA^17^. Mapping CAGEscan reads to a reference genome allows for accurate identification of TSS and the related promoter and 3’ region of the expressed gene. CAGEscan thus permits one to detect subtle changes in gene expression and link them to promoter characteristics such as motif composition of the promoter and TSS. With CAGEscan it is also possible to utilize paired-end-reads to provide additional information on the 3’end of the DNA fragments within the library. The additional 3’-end reads are used to improve mapping to the reference genome and to more accurately associate 5’-end reads to genes, and allowing for the discovery of novel promoter regions and TSSs. Here we report on the first comprehensive use of CAGEscan and mapping of TSS followed by promoter analysis of honey bee behavioral maturation.

Alternative TSSs are a pervasive feature in eukaryotic genomes, and a growing body of evidence indicates that they may play a vital role in gene regulation^18^. While they can arise from distinct promoter regions clearly separated by long stretches of sequence, alternative TSSs can also occur close to each other within the same promoter region; even subtle alterations in a gene’s TSS have been associated with changes in the expression of downstream genes in *Drosophila melanogaster*^19^,^20^ and mammals^21^. CAGE-based techniques have already made valuable contributions to our understanding of transcription in model organisms such as, the fruit fly^19^,^20^, zebrafish^22^, and human and mouse^15^,^23^,^24^, and specifically in the nervous system, where alternative TSSs appear to play a role in establishing developmental^25^ and region-specific^26^ gene expression patterns. However, the potential relevance of alternative TSSs in organizing behavior has, to our knowledge, not been addressed in any organism. A previous characterization of promoter usage at the transcriptome level using 5’ LongSAGE and expressed sequence tags found that there was evidence for TSS variability in nearly half of the genes transcribed in the head of male bees^27^, suggesting that promoter and TSS usage may also play a vital role in the regulatory systems underlying behavioral maturation.

Using CAGEscan to associate differentially expressed TFs with motif enrichment in the promoter region of DEGs, we were able to infer the identity of putative regulators of DEGs in specific behavioral contexts. Moreover, the identification of many of these TFs in previous analyses^5^ suggests that they may play a role as regulators of not only individual genes, but of the behavioral state itself. If so, they would represent crucial links between the transcriptomic architecture and behavior. Finally, we used CAGEscan to accurately detect TSSs for every expressed gene, which enabled us to discover differences in TSS usage in different behavioral contexts. For the first time, this implicates alternative TSS usage as a potential mechanism regulating the transcriptomic changes underlying behavioral maturation.

## Results and Discussion

### Read Mapping and Gene Expression

To elucidate the regulatory networks and TFs underlying behavioral plasticity in honey bees, we prepared CAGEscan libraries from the brains of individual nurses and foragers. Libraries were pooled into two groups of eight (corresponding to nurses and foragers) for sequencing on an Illumina platform (Fig. 1), and sample-specific barcodes were used to differentiate between individuals. 

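CAGEscan sequences the capped 5' ends of transcripts together with a 3' mate, so that the number of tags counted on a gene measures its expression and the position of the 5' read marks its transcription start site. The authors deposited, for each of the 8 nurse brains and 8 forager brains, the number of tags associated with each gene of OGSv3.2, as whole-number counts without normalization. Reads of 100 bp had been trimmed to 79 bp, mapped to version 4.5 of the genome with Tophat, filtered for mapping quality, and assigned to a gene from its upstream region to its end, so that 1 tag can be counted for 2 adjacent genes. The tables give the bees of each pool without names, and bees are called here nurse 1 to nurse 8 and forager 1 to forager 8. Total tags on genes ranged from 2942259 to 3716058 per nurse, with a median of 3355727, and from 783393 to 1977958 per forager, with a median of 1400483, so that the nurses together had 2.59 times as many tags as the foragers. For differential expression the counts were normalized by edgeR's TMM method, genes with at least 1 CPM in at least 2 bees were kept, and nurses were compared with foragers by edgeR's exact test with tagwise dispersion, the settings the paper names. The paper states that the pools were sequenced in different lanes and runs and that the cDNA input was raised for nurses. Each lane therefore holds bees of 1 behavioral state only. Within these counts a difference between states cannot be separated from a difference between lanes or in input.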

Initial sequencing of the forager samples revealed a low number of reads relative to standard RNAseq protocols. Since this deficiency in reads was likely due to the sequencing protocol rather than the quality of the RNA (Supplementary Table S1), the input cDNA of the nurse samples was increased to compensate. A total of 102,568,069 and 67,921,806 paired-reads were obtained from the sequencing of the nurse and forager samples, respectively; after filtering for read quality, 92,603,096 and 39,946,689 paired-reads were retained (Fig. 1, Supplementary Table S2). 63% and 59% of nurse and forager reads, respectively, could be mapped to v4.5 of the honey bee reference genome (Supplementary Table S3), and were then processed for mapping quality (Supplementary Table S4). 83% to 90% of the CAGE tags from each sample could be mapped to genes in the honey bee genome (Supplementary Table S5), and we were able to associate CAGE tags with 13,111 genes. After normalizing and filtering the genes (see Methods), 12,453 of the 15,314 genes in OGSv3.2 (81.3%) had measurable levels of expression (Table 1). 

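Counts above 0 were found for 13111 genes in at least 1 of the 16 bees and for 12453 genes in at least 2 bees of either group. At least 2 nurses had tags for 12296 genes and at least 2 foragers for 11760. Single nurses had tags on 11115 to 11533 genes and single foragers on 10328 to 11092, a difference in means of 687 genes against an SD of 130 in nurses and 289 in foragers (exact permutation test, two-sided, p = 0.000155, the smallest that 8 bees against 8 allow). With the counts of every bee thinned at random to the smallest total of 783393 tags, 11766 genes had tags in at least 2 bees of either group. The filter used for differential expression kept 11387 genes.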

Despite the low quantity of read counts in our samples relative to traditional RNAseq studies, plotting saturation curves indicated that the degree of coverage was adequate to capture genes with a low level of expression, even in the forager samples (Supplementary Fig. S1). For additional measures of read quality and distribution, see Supplementary Tables S1–S5.

Comparing the per sample biological coefficient of variation (Supplementary Fig. S2) and per gene squared coefficient of variation (Fig. 2) revealed that there was a substantially higher degree of within-group variation in gene expression among foragers than nurses (p-value < 1.0e-300, Wilcoxon Rank Sum Test). 

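The squared coefficient of variation (CV2) was computed for each gene within nurses and within foragers, on counts rescaled to the smallest total, over 12107 genes with tags in both groups. Its median over genes was 0.0634 in nurses and 0.144 in foragers, and 81.9% of genes had the higher CV2 in foragers. The median over genes of the ratio of forager to nurse CV2 was 2.21 (exact permutation test over bees, two-sided, p = 0.000932, with each gene first divided by its group mean). Bees and not genes were permuted, because the genes of a bee are not independent replicates. When the counts were first thinned to the same total in every bee, the median ratio fell to 1.44 and was no longer past the threshold (exact permutation test, p = 0.115). The biological coefficient of variation, the square root of edgeR's common dispersion fitted within each group, was 0.217 in nurses and 0.312 in foragers. For the 500 genes with the highest tagwise dispersion it was 0.812 in nurses and 0.863 in foragers. With each bee left out in turn, the difference between foragers and nurses in the common value ranged from 0.0152, without forager 4, to 0.11.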

Although this increase in variance could theoretically be due to the lack of read coverage in forager samples relative to nurses (Supplementary Table S2), we minimized the impact of coverage-related biases by normalizing gene expression (see Methods). Moreover, if the variance was a result of low coverage, one would expect genes with a low level of expression to be the most adversely affected, and thus have the highest variance. However, this does not appear to be the case (Fig. 2), indicating that read count did not contribute significantly to variation in gene expression or, by extension, differential gene analyses. It is possible, then, that the discrepancy in variation is a biologically relevant phenomena and may reflect the fact that the foragers have to respond to a far more diverse set of stimuli (samples were collected on their return trip) and adapt to more variable conditions (i.e., outside environment and varying floral conditions) than do the hive-bound nurses. 

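Genes were grouped by their mean rescaled count over the 16 bees. In genes with a mean under 1 the median CV2 was 1.20 in nurses and 2.22 in foragers, and 76.2% of these 2117 genes had the higher value in foragers. The medians fell with expression, to 0.0198 in nurses and 0.0544 in foragers for the 1758 genes with a mean from 100 to 1000, of which 87.2% were more variable in foragers. On counts thinned to the same total in every bee, 40.5% of genes with a mean under 1 and 82.3% of genes with a mean from 100 to 1000 had the higher CV2 in foragers. For thinned means under 1 the median CV2 was 3.43 in both groups, so the 40.5% does not show lower variation in foragers. From the relation between expression level and variation, the paper reasons that read count did not contribute significantly to the variation.

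**Figure D1:**
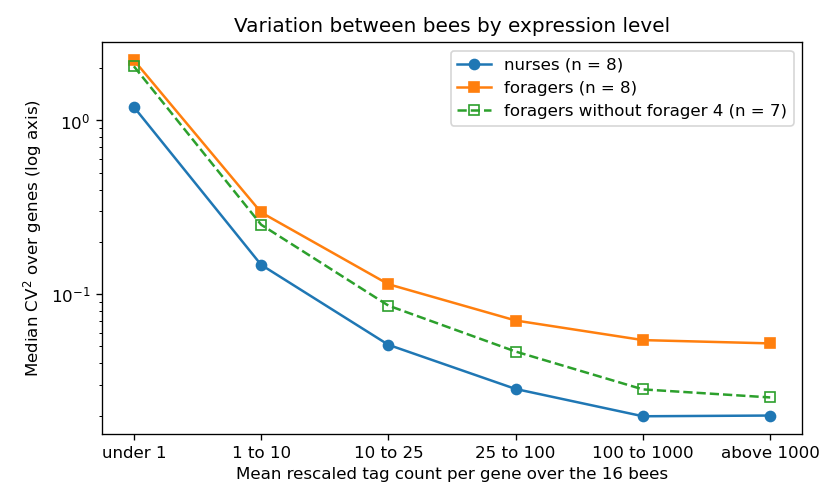
Median CV2 over genes (log axis) against the mean rescaled tag count per gene over the 16 bees, for 8 nurses, 8 foragers, and 7 foragers without forager 4. Both groups fall with expression; for genes with a mean from 100 to 1000 the medians are 0.0198 in nurses, 0.0544 in foragers and 0.0283 without forager 4.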

Although no prior study has explicitly compared nurse and forager variability in gene expression, forager variability has itself been the focus of other studies, which found that differences in experience, motivational state and environmental exposure can lead to distinct neurotranscriptomic states^3^,^28^.

Despite the disparity in within-group variance between nurses and foragers, unsupervised hierarchical clustering (Fig. 3A,B, Supplementary Figs S3 and S4) was able to generate two distinct groups of gene expression profiles that correspond directly to the behavioral state of the sampled bee. 

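The 16 bees were clustered over 12453 genes by Ward's method on 1 minus Pearson's r, after rescaling to the smallest total and z-scoring each gene. Cut into 2 clusters, the tree placed all 8 nurses in 1 cluster and all 8 foragers in the other (Fisher's exact test, p = 0.000155). The same split was obtained from log2 of TMM-normalized CPM plus 1. With average linkage, foragers 1 to 4 formed a cluster apart from the other 12 bees (Fisher's exact test, p = 0.0769), and with Euclidean distance forager 4 stood alone. Without any 1 of foragers 5 to 8, the first split no longer followed behavioral state: nurses 3, 5, 6 and 8 were joined with the remaining foragers of that set. From the 2 groups in its own tree, the paper concludes that the expression profiles correspond to the behavioral state of the bee.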

Hierarchical clustering also revealed discrete within-group clustering of the samples, which may reflect differences in within-group genetic relatedness (despite an average degree of relatedness of 75%), age, or time spent performing a particular activity^28^. A single outlier (sample F41) was identified during this analysis. However, subsequently removing the outlier had little impact on downstream analyses (Supplementary Table S6), and the sample was retained. 

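The deposited columns carry no bee names, so sample F41 was not matched to a column, and each bee was left out in turn. The number of genes with FDR under 0.05 was 1169 with all bees and ranged from 913 to 1271 across the 16 fits with 1 bee left out. Forager 4 had the lowest mean correlation with the other bees of its group, with a Pearson r of 0.91 on log2 CPM against 0.945 to 0.955 for the other 7 foragers and 0.972 to 0.977 for the nurses. Without forager 4, 1271 genes were called, of which 879 are in Supplementary Dataset 1, and 20 of the 26 TFs of Supplementary Dataset 5 were called.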

Overall, these results indicate that CAGEscan was able to recapitulate the strong relationship between neurotranscriptomic and behavioral state observed in previous honey bee microarray studies^29^,^30^,^31^.

### Differentially Expressed Genes

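Of 11387 genes tested by edgeR's exact test, 1169 had an FDR under 0.05. These include 966 of the 1058 genes of Supplementary Dataset 1, or 91.3%, and all 1058 changed in the same direction as the paper reports. The log2 fold changes, nurses over foragers, had a Pearson r of 0.999 with the paper's across these genes, which are not independent replicates. edgeR's quasi-likelihood test on the same counts called 1077 genes, DESeq2's Wald test 1450, and the exact test on counts thinned to the smallest total, the setting that moved the number most, 777. Thinning discards most tags of every nurse, so the fall can come from lost power alone.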

There were 1,058 differentially expressed genes (DEGs) between nurses and foragers (FDR < 0.05, Supplementary Dataset 1, Supplementary Fig. S5). Although the number of DEGs upregulated in both groups is almost identical (534/524 genes in foragers and nurses, respectively), K-Means clustering revealed 29 clusters of upregulated genes in foragers and 21 clusters in nurses (Fig. 4). This suggests that foragers may have greater variation in regulatory patterns, which is consistent with our previous observations on the distribution of variance within the two behavioral groups.

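Of the 1169 genes called, 543 were upregulated in foragers and 626 in nurses. With RLE size factors in place of TMM the counts were 611 in foragers and 557 in nurses, so that the larger set depended on the normalization. The median log2 fold change was 0.72 among genes up in nurses and -0.94 among genes up in foragers. For 203 of the nurse genes every nurse lay above every forager, and for 69 of the forager genes every forager lay above every nurse. Standard errors given here and below are of the difference in mean log2(CPM + 1), not of the fold change. Among these genes without overlap between the groups, GB51424 had 79.9 ± 11.5 CPM in nurses and 10.8 ± 3.13 CPM in foragers (SD, n = 8 each; log2 fold change 2.84, standard error 0.15, FDR 1.61e-48), and GB55365 had 270 ± 35.4 and 39.4 ± 5.39 CPM (log2 fold change 2.77, standard error 0.10, FDR 1.54e-71). Of the nurse genes without overlap, 2 with means of 0.771 and 2.06 CPM had larger fold changes, and DESeq2 did not call them. Genes without an adjusted p from DESeq2 were counted as not called, so this need not be a negative result. Of the forager genes without overlap, the largest change was in GB41339, with 0.151 ± 0.279 CPM in nurses and 40.1 ± 33.5 CPM in foragers (SD, n = 8 each; log2 fold change -7.65, standard error 0.60, FDR 4.23e-27); this gene is on the paper's list of genes with high expression in the hypopharyngeal glands. GB50545 was next among the forager genes without overlap, with 0.323 ± 0.359 and 3.05 ± 1.33 CPM (log2 fold change -3.06, standard error 0.21, FDR 5.58e-07). For both genes forager 8 was the lowest forager, with 1.21 CPM, under the 3.83 CPM that 3 tags give in that bee. The highest nurse had 0.631 CPM of GB41339 and 1.15 CPM of GB50545. The lack of overlap in these genes therefore rests on fewer than 3 tags in forager 8. Among all genes called, with overlap or without, the log2 fold changes reached 4.49 in nurses and -8.34 in foragers.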

The honey bee brain is surrounded by the hypopharyngeal glands (HPG), making it difficult to dissect the brain without the risk of contamination. Further, because the development of the HPG is intrinsically linked to the maturational state of the bee, contamination can result in systematic biases in gene expression when behavioral maturation is being assessed. Therefore, in order to determine the extent of potential contamination we used RNAseq to obtain an expression profile of nurse and forager HPGs relative to brain tissue. We then compared genes that were upregulated in the HPG to our dataset (Supplementary Table S7). Only 36 of the 1125 genes that were strongly (log_2_ fold-change > 3) upregulated in the HPG were identified as differentially expressed between nurses and foragers, implying that HPG contamination most likely had a minimal impact on the identification of DEGs. 

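The RNA-seq of the glands was not analysed here. Supplementary Dataset 1 lists 26 genes with high HPG expression that are upregulated in foragers, and these were followed in the CAGEscan counts of the 16 brains. By edgeR's exact test 24 of the 26 had an FDR under 0.05, all 24 of them higher in foragers, and the median log2 fold change of the 26 was -3.43. Without forager 4 this median was -2.43. The paper chose these genes as upregulated in foragers from the same bees, so the calls largely restate that choice. Their level differed between foragers more than between nurses. The mean log2(CPM + 1) of the 25 genes that are not TFs lay between 1.22 and 2.60 in the 8 nurses and between 1.61 and 6.78 in the 8 foragers. GB49854, listed with the fly ortholog Amyrel, had 1734 CPM in forager 4, 448 in forager 1, 26.2 in forager 7 and 1.21 in forager 8, and 0.284 to 6.30 CPM in nurses. The TF Dfd (GB51299) is among the 26. From the small share of the genes strongly upregulated in the glands that were DEGs, the paper reasons that contamination most likely had a minimal impact on their identification.

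**Figure D2:**
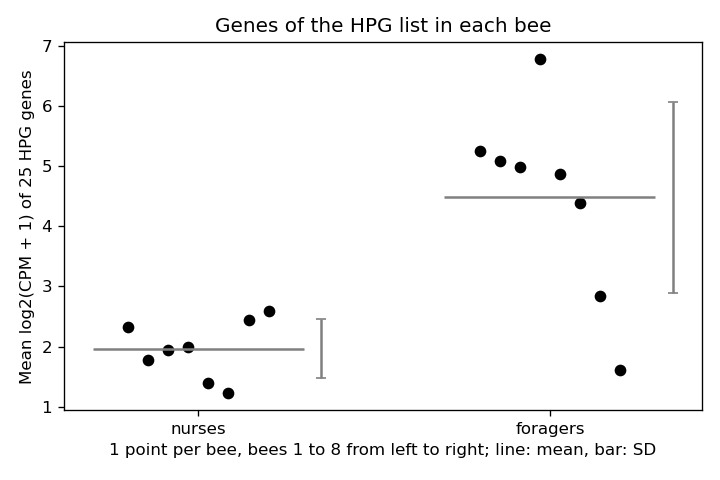
Mean log2(CPM + 1) of 25 genes of the paper's HPG list in each bee, 1 point per bee in the order 1 to 8, with the group mean as a line and the SD as a bar. Forager 4 is highest at 6.78, and forager 8, at 1.61, lies within the range of the nurses.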

Since the potential influence of this contamination appeared to be negligible, no DEGs were removed from subsequent analyses.

### Comparisons with Previous Studies

To explore the concordance of these results with previous studies, we compared our data to prior microarray assessments of nurse and forager brain transcriptomes. For consistency, we remapped the microarray datasets to the current official honey bee gene set, OGSv3.2 using BLAT and Bowtie (Fig. 5a). The present CAGEscan and previously published microarray datasets^29^,^31^ show strong similarities in the number of DEGs detected in the brain, with circa 800-900 DEGs for each study (Fig. 5b, Supplementary Dataset 2). Moreover, the DEGs identified in the CAGEscan dataset exhibits a significant degree of overlap with prior microarray assessments of nurse and forager transcriptomes, sharing approximately 150 genes with each previous study (Fig. 5b). 

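Of the genes called here, 158 are among the 846 array DEGs that Supplementary Dataset 2 lists for the earlier of the 2 array studies (Whitfield et al.) and 185 among the 902 listed for the later (Alaux et al.). Enrichment was tested within the range of gene identifiers for which the copy of the dataset used here lists the genes on each array in full. Among 1941 genes up to GB47876 that were on the first array and tested here, 80 of the 198 CAGEscan DEGs and 413 genes in all were array DEGs (odds ratio 2.87, Fisher's exact test, two-sided, p = 9.9e-11). Among 1726 genes up to GB43368 on the second array, 39 of 171 CAGEscan DEGs and 184 genes in all were array DEGs (odds ratio 2.87, Fisher's exact test, p = 1.25e-06).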

Hypergeometric tests indicated that the degree of overlap between the three datasets was modest, but significant (p < 1e-08 for all pairwise comparisons, Bonferroni adjusted). The directional concordance of gene expression changes in the overlapping DEGs was highly consistent, however, with a minimum of 84% concordance (Fig. 5c,d). Moreover, we calculated the Spearman Rank Correlation (r) of the log_2_ fold change of our data and the aforementioned studies, and found robust and reliable correlations in gene expression values between the three studies (r = 0.39, p < 1e-100, comparison of^29^,^31^; r = 0.39, p < 1e-120, comparison of our results and^31^; r = 0.25, p < 1e-125, comparison of our results and^29^).

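Of the 158 DEGs shared with the first array study, 96.2% changed in the same direction in both (exact binomial test against equal odds, p = 1.12e-37): 67 were up in nurses in both, 85 up in foragers in both, and 6 differed. Of the 186 directional calls shared with the second study, 91.4% were in the same direction (exact binomial test, p = 1.13e-33), with 73 genes up in nurses in both and 97 up in foragers in both. The lowest share over both studies and both directions was 91.2%, for genes called up in nurses here and listed by the second study. Genes are not independent replicates in these tests. With DESeq2 in place of edgeR, 202 and 207 genes were shared, and the lowest share fell to 88.7%.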

These results are noteworthy given the differences in sample genetic background, collection protocol, analytical platforms and gene models used in these studies. In particular, models of alternative splicing are not as complete in the honey bee as they are in genetic model organisms, and have shifted considerably with the advent of newer annotations^32^. This could cause isoform specific probes to be misconstrued as indicating a change in overall gene expression when none actually exist. Finally, it should be noted that the degree of concordance between our study and the two array studies was not substantially different from the level of similarity between the two microarray studies themselves, suggesting that discrepancies between these studies may be the result of genetic background or biological noise rather than platform-related differences.

### Gene Ontology Analyses of Differentially Expressed Genes

A Gene Ontology (GO) analysis was performed to explore the functional implications of nurse and forager upregulated genes. Genes upregulated in nurses were found to be enriched for GO terms associated with nucleic acid, lipid and protein metabolism (Supplementary Dataset 3), a result consistent with previous transcriptomic analyses of behavioral maturation^31^. For instance, energy metabolism^33^, oxidoreductase activity^30^, oxidation reduction^6^, glycolysis^6^, and various mitochondrial and ribosomal^34^ components are all GO categories that were identified in both our study and previous studies on maturational determinants (Supplementary Dataset 4). These annotations are particularly relevant, since it is now well established that nutritional physiology has a causal influence on the behavioral state of the honey bee^2^,^3^. 

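Among the genes called here, 333 up in nurses and 241 up in foragers have a named fly ortholog in Supplementary Dataset 1. Orthologs of ribosomal proteins made up 13 of the nurse genes and 1 of the forager genes (odds ratio 9.75, Fisher's exact test, two-sided, p = 0.00593). Mitochondrial ribosomal proteins alone made up 8 of the nurse genes and 1 of the forager genes, which did not pass the threshold (Fisher's exact test, p = 0.0868). In a first run, before genes without a named ortholog were left out as planned, this test had passed. The largest of these changes were in GB56016 (mRpL30), with a log2 fold change of 1.03 and an FDR of 3.18e-07, and GB40267 (mRpL45), with 1.00 and an FDR of 0.000284. RpL17 (GB41039) had a log2 fold change of 0.66 and an FDR of 0.000173. The only one higher in foragers was mRpL53 (GB48201), with a log2 fold change of -0.76.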

Manipulating factors that influence metabolic state such as diet^33^, insulin signaling^35^ and the yolk-protein Vitellogenin affect not only brain gene expression but the rate of behavioral maturation^3^. Indeed, there is evidence of coordinated TRNs in honey bee brain and fat tissues during behavioral maturation, suggesting that brain function and body-wide metabolic changes are intrinsically linked at the level of the transcriptome^36^.

Genes upregulated in foragers were also enriched for some metabolic processes, but there was also far greater diversity in the types of GO terms that characterize forager up-regulated genes, including numerous terms associated with organ development and growth (Supplementary Dataset 3). A closer inspection of these categories reveals that they are composed of genes known to play roles in nervous system development, neuronal function and neural plasticity in *Drosophila melanogaster* (Supplementary Dataset 4). 

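Of the 241 genes called up in foragers with a named fly ortholog, 4 are orthologs of heat shock proteins or their cognates, against 0 of the 333 called up in nurses (Fisher's exact test, two-sided, p = 0.0306). Genes without a named ortholog were left out, as planned, only after a first run in which this test did not pass the threshold. Hsc70-3 (GB49117) had a log2 fold change of -1.26 (FDR 1.04e-07), Hsp60 (GB54372) of -1.02 (FDR 1.31e-07), Hsc70-4 (GB40866) of -0.83 (FDR 0.00065) and Hsc70Cb (GB50730) of -0.72 (FDR 0.000497), negative values being higher in foragers. The set was defined by gene symbol and holds few genes, and the other categories of the sentence were not tested here.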

As with nurses, the GO categories linked to foraging are also consistent with previous transcriptomic and informatics based analyses, especially for nervous system development^6^,^37^, synaptic/neurotransmission^5^, receptor signaling pathways^30^, protein kinase activity^28^,^30^, G-protein coupled receptor signaling^28^,^38^, insulin receptor signaling^34^, protein folding^6^,^28^,^30^, and response to heat^6^,^28^. These results may reflect the highly demanding cognitive tasks that foraging honey bees must perform relative to nurses related to navigation, manipulating flowers, and forming spatiotemporal memories of different foraging sites^34^, though experiments that directly manipulate the effects of these factors on the performance of foraging activities are still limited.

### Transcription Factors Identified as Key Regulators of Behavioral Maturation

In total, 250 orthologous TFs were identified by sequence similarity. 

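All 26 TFs of Supplementary Dataset 5 passed the expression filter and changed in the direction the paper lists. By edgeR's exact test 23 had an FDR under 0.05: 20 of the 22 listed for foragers and 3 of the 4 listed for nurses. The other 3 were usp (GB42692, FDR 0.0612), CG11085 (GB51909, FDR 0.111) and usf (GB40634, FDR 0.0911). For 5 of the 26 there was no overlap between the groups: sr, Xbp1, cwo and HLH3B, higher in every forager than in every nurse, and repo, higher in every nurse. Xbp1 (GB44585) had 135 ± 21.6 CPM in nurses and 337 ± 68.9 CPM in foragers (SD, n = 8 each; log2 fold change -1.32, standard error 0.15, FDR 4.62e-14). HLH3B (GB40906) had 258 ± 38.1 and 586 ± 259 CPM (log2 fold change -1.18, standard error 0.22, FDR 1.31e-06), and repo (GB54432), had 368 ± 121 and 232 ± 51.3 CPM (log2 fold change 0.67, standard error 0.21, FDR 0.00953). On counts thinned to the smallest total 17 of the 26 were called.

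**Figure D3:**
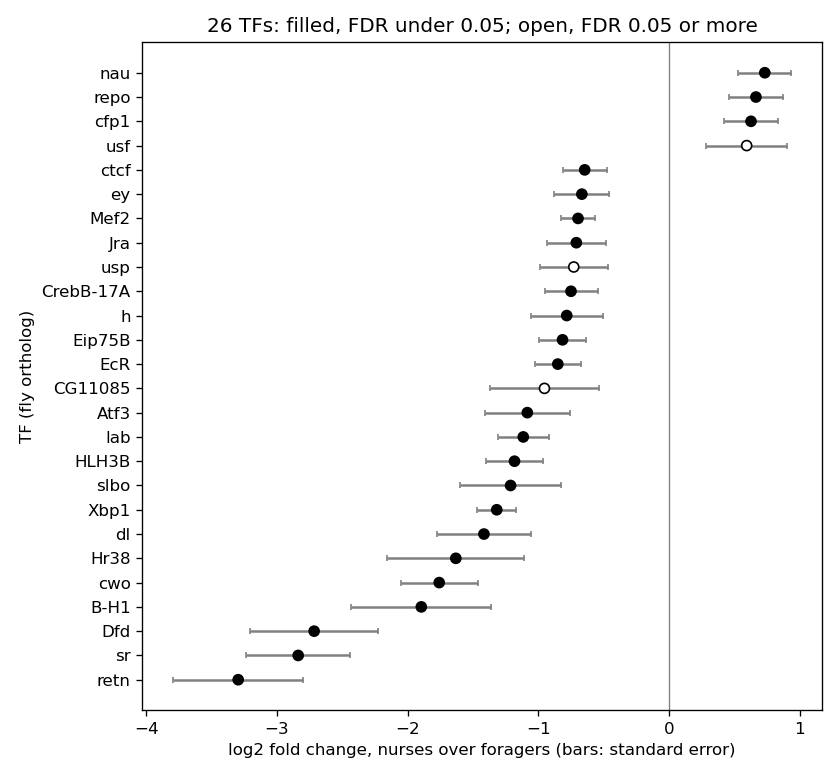
log2 fold change, nurses over foragers, of the 26 TFs (fly ortholog symbols). Bars are the standard error of the difference in mean log2(CPM + 1) between the groups, not of the fold change. Filled points have an FDR under 0.05, and the 3 open points, usp, CG11085 and usf, do not; 22 TFs lie below 0 and 4 above.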

26 of these TFs were differentially expressed, with 4 upregulated in nurses and 22 upregulated in foragers (Supplementary Dataset 5, Supplementary Fig. S6 and S7). Additionally, more than half of the differentially expressed TFs had DNA binding motifs that were statistically enriched in the promoter regions of differentially expressed genes (Table 2), strongly suggesting they are part of the regulatory architecture underlying behavioral state.

Previous studies have indicated that the G/C content of promoter regions can have a dramatic impact on motif identification^37^. To ascertain whether our analysis was influenced by this bias, we compared the relative G/C content of promoters associated with forager and nurse upregulated genes. 

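Supplementary Dataset 6 gives the promoter G/C content for 82.2% of the genes called here. It was 33.6% ± 13.3 (SD, n = 474 genes) for genes up in foragers and 22.9% ± 9.57 (SD, n = 487 genes) for genes up in nurses, a difference of 10.7 percentage points (permutation test over genes with 100000 resamples, two-sided, p = 1e-05, the smallest it can give). The SD was wider than this difference among forager genes and narrower among nurse genes, and genes are not independent replicates. With edgeR's quasi-likelihood test the difference was 11.2 percentage points, but the dataset gives values only for genes of the paper's own list of DEGs, so these sets overlap with it by design.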

We found that the promoters of forager upregulated genes were indeed significantly enriched for G/C nucleotides compared to those of nurse upregulated genes (p-value < 1.0e-50, Wilcoxon Rank Sum Test, Supplementary Dataset 6, Fig. 6). Since our initial analysis used nurse and forager promoters as background sets when assessing enrichment, a difference in C/G content between these groups could adversely affect these findings. In order to verify that our motif enrichment data were not compromised, we performed two additional analyses using alternative backgrounds consisting of 1) all predicted promoters in OGS v3.2 or 2) randomized portions of the bee genome. Since the motifs of only two TFs were altered in these new analyses (Table 3), we conclude that C/G bias we detected exerted a minimal influence on our analysis.

To determine whether each of the 15 putative regulators of behavioral state might serve as activators or repressors of their target genes, we compared the expression patterns of the TFs themselves with the patterns of the genes they were predicted to regulate. Eight putative regulators had motifs that were enriched in the promoters of genes upregulated in the same behavioral context (Table 3) suggesting that they have an activating influence on their targets. Conversely, five putative regulators have a reciprocal relationship with their predicted targets, suggesting that they are serving as repressors of these genes. Finally, the last two TFs had motifs that were enriched in the promoters of both forager and nurse upregulated genes relative to all annotated promoters in the genome, suggesting they may have bivalent regulatory functions. Remarkably, these predictions are largely consistent with the known functions of orthologous genes in other organisms and contexts (Table 3). That being said, it should be noted that these functions may not correspond with canonical descriptions of the TF in question, as some of these TFs have been documented to possess dual activator and repressors functions in different contexts.

Two of these putative regulators, Creb1 and NF-κB, have previously been identified as potential regulators of behavioral maturation in both a reconstruction of the honey bee brain TRN^5^ and in motif distribution analyses of the regulatory regions of genes associated with behavioral maturation^6^. Both Creb1 and NF-κB have also been experimentally shown to play vital roles in regulating neural plasticity^39^,^40^,^41^,^42^, in addition to their involvement in other biological processes. 

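The ortholog of Creb1, CrebB-17A (GB46492), had 11.5 ± 3.33 CPM in nurses and 19.2 ± 5.43 CPM in foragers (SD, n = 8 each; log2 fold change -0.75, standard error 0.20, FDR 0.0179). Its FDR rose to 0.265 on counts thinned to the smallest total (log2 fold change -0.56) and to 0.0657 with 1 bee left out. Atf3 (GB53401) had 9.16 ± 2.17 CPM in nurses and 19 ± 18.1 CPM in foragers (log2 fold change -1.08, standard error 0.33, FDR 0.0262). Forager 3 had 63.3 CPM and the next forager 17.5, and with 1 bee left out the log2 fold change of Atf3 moved as far as -0.48 (FDR 0.253). DESeq2, which replaces outlying counts, gave Atf3 a log2 fold change of -0.47 (adjusted p = 0.152). The usf gene (GB40634) had 95.9 ± 15.9 CPM in nurses and 63.6 ± 27.8 CPM in foragers (log2 fold change 0.59, standard error 0.31, FDR 0.0911), a difference that did not pass the threshold with all bees but did without forager 6 (FDR 0.0489).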

Intriguingly, the genes of several TFs that interact with Creb1 were found to be differentially expressed, including *atf3* and *usf1.* Like Creb1, Atf3 is a critical component of protein kinase A signaling^43^, heterodimerizing with Creb1 to modulate gene expression in vertebrates. Indeed, according to our data, both Atf3 and Creb1 appear to be involved in instituting or maintaining the foraging state (Table 3), suggesting that they might be acting in a cooperative manner in bees as well. Usf1, by contrast, is known to work in opposition to Creb1 signaling^44^ and is similarly predicted by our data to repress forager-related transcripts, potentially countering Creb1’s predicted role as an activator of foraging related genes. Several modulators of NF-κB activity, including *egr*^45^ (another putative regulator detailed below) and *nr4a2* (which interacts with NF-κB in the nervous system^46^) were also found to be differentially expressed in foragers. 

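The ortholog of NF-κB, dl (GB42472), had 3.32 ± 2.39 CPM in nurses and 8.99 ± 3.43 CPM in foragers (SD, n = 8 each; log2 fold change -1.42, standard error 0.36, FDR 0.00786). The ortholog of nr4a2, Hr38 (GB40074), had 206 ± 120 CPM in nurses and 639 ± 834 CPM in foragers (log2 fold change -1.63, standard error 0.53, FDR 0.00698). Forager 4 had 2682 CPM of Hr38 and the next forager 460. With 1 bee left out, its log2 fold change moved as far as -0.75 (FDR 0.0897), and DESeq2 gave -0.74 (adjusted p = 0.0905).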

Together, these groups of genes may represent coherent regulatory modules governing behavioral state. At the very least, the fact that so many TFs known to interact with one another are predicted to regulate the same behavioral state reinforces the idea that the cellular functions regulated by Creb1 and NF-κB are particularly vital for the onset or maintenance of foraging behavior.

EGR, a TF that has previously been characterized as a canonical immediate early gene (IEG) linked to induction of neural plasticity in a variety of organisms^47^, was also upregulated in foragers. *egr* expression in the honey bee mushroom bodies (a region of the insect brain involved in learning and memory) is responsive to stimuli that trigger spatial learning (namely orientation flight) in conjunction with exposure to a novel environment^48^. 

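The egr ortholog sr (stripe, GB50091) had 83.8 ± 24.6 CPM in nurses and 599 ± 492 CPM in foragers (SD, n = 8 each; log2 fold change -2.84, standard error 0.40, FDR 6.6e-13). Every forager lay above every nurse, although the foragers differed widely, and with each bee left out in turn the log2 fold change stayed between -2.95 and -2.53.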

Quantitative PCR analyses additionally indicate that mushroom body *egr* expression increases in association with behavioral maturation independent of environmental stimuli^48^. Our results concerning *egr* are therefore consistent with previous findings. Moreover, since the *egr* motif is enriched in the promoters of forager up-regulated genes, these data suggest that *egr* functions not only as an IEG that governs transcriptomic responses to experiential stimuli, but also helps orchestrate the neurotranscriptomic changes that precede and maintain the foraging state as well.

The gene *rxra1* (*ultraspiracle/usp*) is a highly conserved nuclear receptor with affinity for both juvenile hormone^49^ and ecdysone. 

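The usp gene (GB42692) had 11.8 ± 3.45 CPM in nurses and 19.4 ± 8.81 CPM in foragers (SD, n = 8 each; log2 fold change -0.73, standard error 0.26, FDR 0.0612). The call depended on the setting: RLE size factors in edgeR gave an FDR of 0.0469, DESeq2 an adjusted p of 0.0323, while the quasi-likelihood test gave an FDR of 0.0767, no filter on low counts 0.0717 and thinned counts 0.149. With 1 bee left out the log2 fold change lay between -0.83 (FDR 0.0271) and -0.56 (FDR 0.2).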

Its identification as a putative regulator of foraging behavior is fitting, since endocrine signals (including juvenile hormone) are known to play a critical role in regulating behavioral maturation in honey bees^50^. Moreover, experimental *usp* knockdown was previously shown to delay the transition to the foraging state^36^. This indicates that CAGEscan can “reproduce” known causal effects of genes on behavioral state, something that approaches based purely on informatics-derived inferences have sometimes failed to capture^5^. 

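EcR (GB48059) had 171 ± 27.7 CPM in nurses and 308 ± 86.8 CPM in foragers (SD, n = 8 each; log2 fold change -0.85, standard error 0.18, FDR 6.17e-05), and its log2 fold change stayed between -0.94 and -0.76 with each bee left out in turn.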

Intriguingly, the gene for Ecdysone Receptor (*EcR*), a binding partner of USP^51^, was also upregulated in foragers. While ecdysone has no known role in honey bee behavioral maturation, the co-expression of *ecdysone receptor* with its binding partner *usp* provides a suggestive hint that such a relationship exists, but has hitherto gone undetected.

The identification of *clockwork orange* (*cwo*), a critical component of the circadian regulatory circuit in *Drosophila melanogaster*^52^, as a putative regulator of behavioral maturation is also noteworthy. 

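In the brains, cwo (GB52039) had 189 ± 65.5 CPM in nurses and 638 ± 318 CPM in foragers (SD, n = 8 each; log2 fold change -1.76, standard error 0.30, FDR 3.53e-09), and every forager lay above every nurse. Forager 4 had the highest value, 1314 CPM, and the next forager 748. With each bee left out in turn the log2 fold change stayed between -1.89 and -1.52.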

Although adult honey bees appear to possess endogenous biological rhythmicity from the moment they emerge from their cells, their locomotor behavior and metabolism are largely arrhythmic until shortly before the onset of foraging^53^. Correspondingly, circadian related gene expression begins at a low and relatively invariant level, gradually increasing and becoming rhythmic as the bee approaches the foraging state. Additionally, the ability to form time-dependent memory is critical for honey bees, since they forage on resources that are both spatially and temporally restricted. Not only must a forager remember where a previously visited floral patch is, it must know when a floral patch is producing nectar and pollen. A previous study assaying brain gene expression changes in foragers found that the expression of genes associated with circadian rhythmicity not only cycle as a result of the time of day, but can also be modulated by training a bee to forage at a particular time point, suggesting they play a critical, perhaps even causal, role in organizing the temporal aspects of a bee’s foraging behavior^34^. Since all nurse and forager samples were collected within a very short time window (less than 1.5 hours), variation in *cwo* levels due to time of day should be minimal, suggesting that this gene may instead be serving a crucial function in the onset of spatiotemporal learning in honey bee foragers.

Finally, several TFs associated with nervous system development in *Drosophila* were also identified as putative regulators of the foraging state, namely: *hes1* (in flies known as *hairy* or *deadpan*), *dri* (*retained*), *pax6* (*eyeless*), *hoxA6* (*deformed*), and *hoxA1* (*labial*). 

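Each of these TFs was higher in foragers. The h gene (hairy, GB47799) had 169 ± 44 CPM in nurses and 290 ± 159 CPM in foragers (SD, n = 8 each; log2 fold change -0.78, standard error 0.28, FDR 0.0202), and ey (eyeless, GB50342) had 18.7 ± 6.33 and 29.9 ± 6.10 CPM (log2 fold change -0.67, standard error 0.21, FDR 0.0277). For retn (retained, GB55596) the means were 0.438 ± 0.375 CPM in nurses and 4.79 ± 6.99 CPM in foragers (log2 fold change -3.30, FDR 0.000173). For Dfd (deformed, GB51299) they were 3.63 ± 2.28 and 24.2 ± 23.9 CPM (log2 fold change -2.71, FDR 1.72e-06), and for lab (labial, GB51303) 2.50 ± 0.911 and 5.55 ± 2.26 CPM (log2 fold change -1.12, FDR 0.0129). Forager 4 had the highest value of h, retn, Dfd and lab, with 641, 21.6, 80.5 and 10.4 CPM. With 1 bee left out, the log2 fold change of h moved as far as -0.51 (FDR 0.0702) and that of ey as far as -0.56 (FDR 0.0585, and at most 0.0656). Those of retn, Dfd and lab moved as far as -2.345 (FDR 0.00312), -2.14 (FDR 4.17e-06) and -0.93 (FDR 0.041). On counts thinned to the smallest total, ey had an FDR of 0.0889 and lab of 0.198.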

Additionally, motifs associated with two of these TFs (*dri* and *hairy*) have previously been identified as enriched in the promoter regions of genes that are associated with behavioral maturation^37^. Neural plasticity associated with behavioral maturation in honey bees is known to involve large increases in dendritic arborization in specific brain regions^54^, and the cooption of developmental transcriptional programs may be one way this plasticity is mediated.

Remarkably, motifs associated with five differentially expressed transcription factors (*hes1* (*hairy*), *pax6*, *NF-κB*, *egr* and *clockwork orange*) were combinatorially enriched in the promoters of nearly 50% of the genes that were upregulated in foragers (Supplementary Figs S8 and S9, Supplementary Dataset 7). This suggests that a large proportion of the brain transcriptomic differences between nurses and foragers may be influenced by a small number of TFs, a pattern that also has been predicted by previous bioinformatic analyses^5^. Moreover, the fact that such a large number of motifs were enriched in the same set of promoters implies that these five genes may co-regulate a coherent module of the regulatory architecture underlying behavioral state. It should be noted that the motif associated with one of these TFs (*pax6*) did not have the same level of enrichment when all OGS v3.2 promoters were used as the set of background sequences, suggesting that G/C bias may have had an influence in the detection of this particular motif (Table 3). Regardless, even if only the other four TFs are considered as putative co-regulators of such a significant proportion of the forager transcriptome, this is still a remarkable finding.

By contrast, only a single differentially expressed transcription factor, *MyoD* (*nautilus*), was associated with a motif enriched in more than 50% of the nurse upregulated genes. 

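The ortholog of MyoD, nau (GB55306), had 57.2 ± 12.4 CPM in nurses and 34.7 ± 11.6 CPM in foragers (SD, n = 8 each; log2 fold change 0.73, standard error 0.20, FDR 0.00565). On counts thinned to the smallest total its log2 fold change was 0.53 (FDR 0.0868). The motif enrichment itself was not analysed here.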

Traditionally known as a master regulator of cell fate in muscle cells^55^, *MyoD* has only recently been characterized in the nervous system, where its only known function is as a tumor suppressor in the cerebellum of vertebrates^56^. As such, this is the first discovery of the potential involvement of a MyoD ortholog as a key regulator of behavioral state, and elucidating its role in the insect nervous system will require additional study.

### Alternative Transcriptional Start Sites and Behavioral Maturation

In order to determine whether alternative TSSs were associated with behavioral state, we analyzed their occurrence in nurse and forager upregulated genes. For our purpose, TSSs are defined as the CAGE cluster with the highest degree of coverage (i.e., the most transcribed) that is common to all samples within a group (Fig. 7). We first identified genes with multiple CAGE clusters across samples (Supplementary Fig. S10), and then compared the results of our TSS analysis at each of these loci to determine whether there were systematic differences in TSS usage between foragers and nurses. Differential TSS usage was defined as the existence of distinct common TSSs in nurse and forager samples separated by a mutual distance of at least 100 bp (Fig. 7).

Our data indicate that 646 out of the 12,453 expressed genes possessed alternative TSSs that were utilized differentially between nurses and foragers (Supplementary Dataset 8). However, only 14.9% (96/646) of these genes were also found to be differentially expressed between nurses and foragers (Supplementary Dataset 8). 

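Positions of tags within genes were not analysed here, and the distances between nurse and forager TSSs were taken from Supplementary Dataset 8. Of the 966 genes called here that have a distance there, 89 have nurse and forager TSSs more than 100 bp apart. They are 9.21% of these DEGs and 13.8% of the paper's 646 genes with alternative TSSs.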

One potential interpretation of this small proportion is that, if alternative TSS selection plays a substantial role in regulating behavioral maturation in the honey bee, it does so by mediating splicing or post-transcriptional regulation of the resulting transcripts rather than directly influencing the levels of transcript produced. Alternative TSSs have been shown to have a significant effect on isoform expression (through differential recruitment of splicing factors or the exclusion of 5’ exons)^57^, mRNA turnover, and the efficiency of translation^58^ in other species, so it is reasonable to speculate that they serve a variety of similar functions in the honey bee as well. 

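Among the 966 genes called here with a TSS distance in Supplementary Dataset 8, 9.21% have an alternative TSS, against 5.19% of all expressed genes (646 of 12453 by the paper's count; odds ratio 1.99 against the genes outside the set, Fisher's exact test, two-sided, p = 6.22e-08). The dataset gives distances only for the 1058 genes of the paper's own list of DEGs, so these 966 genes are a subset of that list, the share could hardly have come out otherwise, and the 203 genes called only here were not tested.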

Still, although the overlap between DEGs and alternative TSSs is small, the prevalence of genes with alternative TSSs is significantly higher in DEGs than in the whole transcriptome (Fisher's right-hand exact test using hypergeometric distribution. p-value < 3e-08). As such, it’s still possible that alternate TSSs play at least some role in regulating the rate of transcription during behavioral maturation.

Additionally, the small number of identified alternative TSSs relative to previous studies is related, in part, to our use of highly stringent criteria for the identification of TSSs. While the beginning of each CAGE tag can be considered as a discrete TSS, clustering CAGE tags is necessary to avoid false TSSs^59^. Moreover, since we were interested in delineating the systematic differences in TSS between nurses and foragers, we clustered all CAGE tags within a 50 bp window to determine a consensus start site for each group of bees. This provided a much more coherent picture of the distinct trends in start site selection between these two groups. In order to prevent tags from overlapping consensus sites, we further required that each alternative start site be separated by a mutual distance of at least 100 bp. Relaxing either of these constraints dramatically increases the number of genes exhibiting alternative TSSs (Supplementary Figure S11). One should therefore consider the 646 genes with alternative TSSs to be a very conservative estimate of the link between behavioral state and TSS selection in the bee. Regardless, these results provide the first evidence that alternative TSSs reflect transcriptomic changes that are associated with sustained differences in behavior.

Gene Ontology (GO) analysis of the 646 genes with alternative TSSs show enrichment for a set of GO terms associated with nervous system development, neuronal development, axon guidance, wing development, oxidoreductase activity, lipid biosynthesis process and respiratory system development (Supplementary Dataset 9). These terms are strikingly similar to those obtained by GO analyses of DEGs (despite the low prevalence of DEGs exhibiting differential TSS usage) and are strongly suggestive of a role for alternative TSS usage in establishing and/or maintaining differences in nervous system function between nurses and foragers.

## Conclusions

For the first time, we experimentally determined the TSSs and transcribed promoter regions associated with the regulation of behavioral plasticity in bees. We showed that the promoters of DEGs are enriched for motifs associated with many of the TFs we found to be differentially expressed, highlighting the potential importance of these TFs in regulating behavior. The coherent picture presented by our data and previous experimental and bioinformatics results reveals that CAGEscan provided us with highly detailed and convincing evidence about the functional architecture underlying the transcriptome during behavioral maturation. For instance, a number of these TFs were previously predicted to regulate behavioral maturation, and nearly all of them are associated with functions that correspond to known aspects of behavioral maturation.

Additionally, we found that a small subset of these putative regulators of behavioral state might be responsible for organizing the majority of transcriptomic differences in nurses and foragers, a result that corresponds with previous regulatory network analyses^5^. These results contribute to a growing appreciation of the fact that many behavioral states are associated with (and presumably regulated by) extensive and distinct transcriptional signatures in the brain^3^,^60^. However, how such changes in RNA abundance lead to changes in neuronal function and, subsequently, behavior is a challenge that remains to be solved.

The fact that motif enrichment was assessed in actively transcribed promoter regions makes it all the more likely that the enriched motifs serve a functionally relevant role^12^ in the transcriptional regulation of behavioral state. This is supported by the number of putative regulators that have previously been implicated in controlling behavioral maturation (Table 4). Still, we must stress that our results are purely correlative. Future studies should attempt to assess the veracity of these predictions by making targeted manipulations of these TFs and ascertaining their effect on behavioral state and the expression of predicted target genes.

Additionally, while the ability to associate differential TF and target gene expression with motif enrichment in actively transcribed regions is strongly suggestive of regulatory function, one should not expect all of a transcription factor’s potential targets to be regulated in every context, particularly since genes are not commonly under the control of a single TF. Therefore, additional experiments are required to study how the combinatorial interactions between these TFs affect the expression of each target gene and give rise to contextually specific patterns of gene expression. Our findings implicate five TFs as putative co-regulators in nearly half the genes that were upregulated in foragers, which implies that TF co-association at the promoter may play a vital role in instituting or maintaining behavioral state. Because such combinatorial interactions have previously been predicted to play important roles in governing behavioral maturation^6^ and TF co-association at the promoter appears to drive evolutionarily conserved differences in contextually dependent gene expression during development^13^, dissecting these patterns of co-regulation using targeted manipulations of the putative regulators is a logical next step in elucidating how the brain transcriptome organizes behavior.

Similarly, the lack of motif enrichment for differentially expressed TFs should not be construed as evidence that they are not involved in the regulation of behavioral maturation, particularly since the assay used here cannot account for the potential presence of TF binding sites at enhancers distal to the gene promoter. Similarly, this limitation makes it likely that a significant number of real targets were not characterized by CAGEscan. Therefore, the analyses presented here should be used to motivate and inform future experiments to study physical occupancy of potential binding sites by the most promising TFs, as has been done previously for Ultraspiracle Protein^36^.

It should be noted that, unlike previous studies^30^,^31^, we did not control for the effect of age on gene expression. Since the transition from hive-bound to foraging tasks involves a developmental trajectory, this presents a potential confound for our findings. However, previous studies assessing the contribution of chronological age relative to other maturational determinants have found that age plays a relatively minor role in determining differences between nurse and forager brain transcriptomes^30^. Moreover, age-related differences in brain gene expression are most apparent in early adult life, generally long prior to onset of nursing and foraging behavior^30^. Our results also exhibit high concordance with the predictions of a meta-analysis that assessed the link between maturational determinants (other than age) and transcriptomic architecture^36^. As such, we feel that while the potential age differential between nurses and foragers is doubtless responsible for some alterations in gene expression, it is unlikely to affect our overall conclusions.

Finally, applying CAGEscan we were able to identify reliable differences in TSS selection related to behavioral state for the first time. The transcripts for a substantial number of genes exhibit start sites unique to nursing or foraging behavior, and GO analysis indicates that these are relevant to nervous system function. While alternative TSSs may be regulating transcriptional rates in a comparatively small proportion of these genes, it’s also possible that they are contributing to the expression of alternative isoforms or other post-transcriptional regulatory processes that may contribute to the regulation of behavioral plasticity.

## Methods

### Sample Collection

All samples were collected from a single colony at the University of Illinois Bee Research Facility, Urbana, Illinois. Samples were the offspring of a queen inseminated with semen from a single drone, which (due to the haplodiploid genetics of the honey bee) results in worker offspring with 75% average genetic relatedness. Behavioral identification was according to standard methods^36^. Bees that were observed entering honeycomb cells containing larvae were identified as nurses, immediately collected using forceps, and frozen in liquid nitrogen. Bees returning to the colony with loads of pollen on their hind legs were identified as foragers, captured using soft forceps and immediately frozen in liquid nitrogen. All collections (N = 25 nurses and foragers) were performed within a 1.5 hour timespan (from 10:00 to 11:30 a.m.) on the same day (July 29^th^, 2011). After collection, bee heads were freeze dried and brains were dissected in 80% ethanol chilled using dry ice^61^.

### RNA extraction

Total RNA from individual bee heads was prepared by homogenizing the brain tissue using a motorized pestle and extracting the RNA using TRIzol (Life Technologies, Carlsbad, California, USA) and RNeasy Mini spin columns (Qiaqen, Venlo, Limberg, Netherlands), as per manufacturer specifications. All samples were treated with DNase (Qiagen). Sample quality was confirmed using a Nanodrop (Thermo Scientific, Walthan, Massachusettes, USA) and Bioanalyzer (Agilent Technologies, Santa Clara, California, USA).

### CAGEscan Library Construction

CAGEscan libraries were generated from total RNA preparations of individual bee brains (16 samples including 8 nurses and 8 foragers), and the barcoded cDNAs were pooled into two libraries for sequencing using established protocol^62^ (Fig. 1). This protocol was modified slightly to reduce the rRNA content of CAGEscan libraries and to improve the selection of true 5’ ends by incubating the RNA in 5’-Phosphate-Dependent Exonuclease (Terminator, Epicentre, Madison, USA) to remove rRNA and truncated mRNAs. During cDNA synthesis a reverse-transcription primer and “template-switching” oligonucleotide with individual barcodes (Supplementary Table S8) plus specific sequences for template switching at the 5’ cap of mRNA were incorporated into the first strand cDNA by a reverse transcriptase. Since the primer and template-switching oligonucleotide added known sequences to the 5’ and 3’ ends of the cDNA, they could be used as templates for semi-suppressive PCR. Using this process, long strands of cDNA were selectively amplified to generate the second cDNA strand (molecules that were short or possessed the same adaptor sequences at their 5’ and 3’ ends self-hybridized prior to the PCR, precluding amplification). The length of cDNA fragments within the CAGEscan library preparations ranged from 200–700 bps.

### Sequencing of CAGEscan Libraries

Sequencing of CAGEscan libraries was performed by the W.M. Keck Center for Comparative and Functional Genomics (University of Illinois at Urbana-Champaign, Urbana, Illinois, USA). Nurse and forager samples were combined into separate pools, and sequenced in different lanes and sequencing runs. Upon sequencing the forager samples, the quantity of reads obtained was judged to be lower than desired, and additional input cDNA was used for the nurse samples. CAGEscan tags used in this study were paired-end reads of length 100 bp. Low quality and outlier reads were filtered out of the data sets using FASTQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc), and CAGE tags with missing or incorrect adapters were omitted. In the sequence trimming process we removed the adapter sequence (21 bp, Supplementary Table S8) from the first mate of the paired-end sequences, and correspondingly pruned part the second mate, such that both mates had equal lengths (79 bps).

### Mapping and Filtering CAGE Tags

The 79 bp paired-end reads obtained after trimming were aligned to the honey bee reference genome (version 4.5) using Bowtie2 v2.1.0^63^ in order to calculate the estimated mean (588 bp) and standard deviation (767 bp) of the inner distance between mapped paired-end reads. These parameters were then used with the Tophat v2.0.8^64^ splice junction mapper to improve our ability to align the reads to the reference genome, allowing for up to 2 mismatches and 2 gaps per read. For the CAGE tag filtering process, we filtered out mapped reads that had a relatively high probability (p > 0.01/MAPQ < 20) of being mapped incorrectly. Paired reads also were excluded from further analyses when: 1) both mates mapped to alternate strands, 2) one mate was unmapped, 3) the mates mapped to different scaffolds or 4) there was an inner distance greater than (mean + standard deviation) of the estimated inner distance between paired reads.

### Gene Expression

The CAGE tags were mapped to the official honey bee gene set, OGSv3.2^32^. A typical CAGE tag was considered to be associated with a gene if it intersected with the region that covers [-2000 bp, end of the gene], but may be restricted by the end of the upstream gene on the same strand. In these cases the tag was considered to be associated if it maps to the region [end of the upstream gene + 1, end of the gene]. As such, it is possible for multiple CAGE tags to be associated with one gene, or one CAGE tag to span two adjacent genes. To insure that the mapped reads provided sufficient coverage for differential expression analyses, their distribution was plotted using RSeQC^65^. We generated a gene expression data matrix using the association of tags and genes, where each row represents the expression levels for a gene and each column represents a nurse or forager samples. Only those genes that had non-zero expression level in at least two samples of any of the nurse/forager groups were used for downstream analyses. Using this matrix, we normalized gene expression by rescaling the number of tags from each sample to the minimum number of tags from across all samples to remove sequencing bias.

### Gene Clustering Based on Expression

To determine the differences in brain gene expression levels between nurses and foragers, we performed two-way unsupervised hierarchical clustering using MATLAB to cluster genes and samples using an inner squared distance (minimum variance) algorithm. The Euclidean distance metric was used to measure the distances between gene profiles (rows) and Pearson’s correlation coefficient was used to measure the distance between sample profiles (columns). To obtain a statistical measure of how the clustering preserves the actual dissimilarities between samples, an unsupervised evaluation of hierarchical clustering using cophenetic correlation coefficient (CPCC) was performed. The CPCC is defined as:

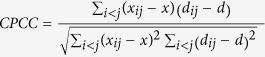

where *x*_*ij*_ is the Euclidean distance between *i*^*th*^ and *j*^*th*^ observation and *d*_*ij*_ is the cophenetic distance, which is the height of the link that joins the two observations in the obtained clustering dendrogram; *x* and *d* are the averages of *x*_*ij*_ and *d*_*ij*_, respectively. CPCC is the linear correlation coefficient between the observed distances (dissimilarities) in the samples and the cophenetic distances obtained from the clustering. In our case the CPCC was 0.78, suggesting that the clustering was not a technical artifact but represents actual biological differences between samples.

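The cophenetic correlation was recomputed on the tree of the 16 bees. With Euclidean distances between the z-scored profiles of 12453 genes as the observed distances, it was 0.409. With 1 minus Pearson's r, the measure from which the tree was built, it was 0.777. With each bee left out in turn the first of these values lay between 0.339 and 0.566.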

### Variability of Gene Expression

We evaluated differences in brain gene expression between individual bees within the nurse and forager groups by calculating the per-gene variance in expression levels between the individuals within each group. The variance was calculated on scaled expression data using the Z-score, such that the expression values of each gene had a mean equal to zero and standard deviation equal to 1. To examine if the variation in gene expression between forager samples was significantly different from the variation between nurse samples, we used the Wilcoxon Rank-Sum test between the two vectors of variances. Finally, we compared the samples using the per sample biological coefficient of variation (the square root of the dispersion parameter for the 500 most variable genes) and the per gene squared coefficient of variation (CV^2^) (the squared ratio of the standard deviation of gene expression across all group samples to the group average gene expression).

### TSS Identification, Differential TSS Usage and Promoter Extraction

To define TSS positions, CAGE tags belonging to each sample were clustered using an iterative hierarchical clustering approach with Paraclu v9^66^ to form clusters covering regions of less than 50 bp (Fig. 7). Clusters that were more than 50 bp in length or were represented by fewer than 5 tags after rescaling were removed. Clusters with a maximum density/baseline density ratio of less than 2 also were excluded (since the signal strength was likely insufficient to represent a real TSS), as were clusters that were merely components of a larger cluster. We used these CAGE clusters to identify potential gene TSSs for the nurse and the forager groups independently of one another. Because more than one CAGE cluster could potentially be associated to a particular gene, we defined a gene’s TSS to be the starting position of the CAGE cluster that has the greatest overall number of CAGE tags and is present in all of the samples in a group. These sites therefore represent a set of common TSSs for the expressed genes in each of the groups. To determine whether there was differential TSS usage between nurses and foragers, we compared the common TSS for each group. Those genes with distinct TSSs for each group were judged to use alternative start sites as a consequence of behavioral state. Due to the potential overlap of paired end reads in adjacent CAGE clusters, only TSSs with a mutual distance >100 bp were considered for this analysis.

Promoters were defined as regions covering [-2000 bp, 200 bp] relative to TSSs common within a group. The final promoter region was further constrained so that it did not overlap an upstream gene or exceed the stop codon of the downstream gene to which the promoter was associated. Despite this restriction on promoter length, 65% of all OGSv3.2 genes (and 75% of differentially expressed genes) still use the full promoter region. Only 19% of OGSv3.2 genes (and 13% of differentially expressed genes) have promoters of <1000 bp length, and 9% of OGSv3.2 genes (and 5% of differentially expressed genes) have promoters of <500 bp length.

### Differentially Expressed Genes (DEGs)

The brain gene expression profiles of eight nurses and eight foragers were determined from the raw count of the CAGE tags associated with the respective genes. We filtered genes with a low level of expression, keeping only those that had at least 1 tag per million reads in at least 2 samples. To remove sequencing bias due to coverage depth, gene expression data were normalized using the Trimmed Mean of M-values (TMM) method^67^. Differentially expressed genes were determined on a per gene basis. We always compared genes of the same length to find differences in expression between the samples of each group, and gene length had no influence on the results. This allowed us to normalize based purely on the distribution of reads across the genes using the TMM in edgeR^68^. Statistical analyses of gene expression data to identify DEGs were performed in edgeR using tagwise dispersion to estimate the variance within each gene. EdgeR’s implementation of Fisher’s Exact Test (which corrects for overdispersion and uses a negative binomial distribution) was then performed to evaluate differential expression, and the resulting p-values were adjusted for multiple comparison testing using the Benjamini-Hochberg false discovery rate (FDR < 0.05).

The honey bee brain is surrounded by a large exocrine organ called the hypopharyngeal gland (HPG), which presents a potential source of contamination. Moreover, the HPG’s size and level of activity varies substantially in nurses and foragers, making it possible for contamination to bias gene expression assays and increase Type I error. Since it is impossible to quantify potential contamination directly, previous studies of nurse-forager gene expression have excluded genes with a high level of expression in the HPG^31^. To determine whether this would be necessary for our data, we used RNAseq to quantify the expression of genes in the HPGs (relative to brain tissue) of nurses and foragers. The top 1%, 5%, 10%, and 20% (by log fold change) of genes upregulated in the HPG of each group were then compared to their respective CAGEscan DEGs to determine the level of overlap. Since contamination is far more likely in nurse samples, genes that were upregulated in forager HPGs but also in the top 10% of nurse HPG upregulated genes were excluded from the forager overlap analysis (if contamination had occurred, it would have resulted in the false identification of nurse, rather than forager, upregulated genes).

### DEG Overlap with Previous Studies

To demonstrate the validity of data derived from CAGEscan and to provide a coherent picture of the genes that are most consistently differentially expressed in the brain as a function of behavioral maturation, we compared our results with those reported in two previous studies^29^,^31^. Previous studies were performed using two independently designed microarrays: one^29^ containing ~9,000 probes based on honey bee expressed sequence tag data that predated the sequencing of the honey bee genome (Array Express Accession #A-MEXP-36), and a second^31^ with ~13,000 probes derived from gene annotations (OGS 2.0) for Assembly 2.0 of the sequenced genome (Array Express Accession #A-MEXP-755). For consistency, these datasets were reanalyzed by mapping the microarray probes to the current official honey bee gene set, OGSv3.2^32^ using BLAT and Bowtie. Probes that could not be mapped to a unique gene were not used for further analyses. The microarray data were then corrected for multiple comparisons using a FDR cutoff of 0.05. In instances where multiple differentially expressed probes mapped to the same gene, the probes invariably exhibited the same direction of expression change across experimental groups. Therefore, duplicate probes were ignored. The significance of the overlap between each gene list was calculated using hypergeometric tests in SAS v9.4 and adjusted for multiple comparisons using a Bonferroni *post hoc* correction.

### Functional Annotation of DEGs

Gene Ontology (GO)^69^ terms for the DEGs were determined using orthology to the *Drosophila melanogaster* genome, resulting in a total of 4,999 GO terms. GO enrichment analysis was performed based on the frequency of terms associated with the forager/nurse DEG list relative to the genomic background (all genes that had detectable levels of expression) using Fisher’s exact test, followed by FDR correction for multiple testing (FDR < 0.05). Analyses were performed using DAVID^70^ and the category-frequency of enriched GOs was analyzed using CateGOrizer^71^.

### Identification of TFs and Motif Finding around TSSs

After analyzing differential expression, we identified TFs with Position Weight Matrix (PWM) models available in other organisms. To do so, we composed a list of 1,402 TFs (and their isoforms) associated with 676 PWMs from three different sources. We used 1,000 Human TFs from HOCOMOCO v9 database^72^ associated with 426 PWMs, 217 *Drosophila* TFs from Flybase^73^ associated with 73 PWMs, and 185 insect TFs from TRANSFAC Professional ver. 2012.2^74^ associated with 177 PWMs (Table 5). Then we compared the protein sequences of these TFs to the 15,314 protein sequences of *A. mellifera* OGS3.2 using OrthoMCL^75^ to find orthologous TFs. To identify TFs that might be key regulators of the nursing and foraging behavioral states, we used Clover^76^ to assess whether associated motifs were overrepresented in the promoters of genes that were upregulated in nurses and foragers; motifs with similarity scores greater than 6 and a significance level of p-value < 0.05 were considered to be enriched. TFs that were differentially expressed and were associated with motifs enriched in genes upregulated in nurses or foragers were considered to be putative regulators of those respective behavioral states.

A previous informatics analysis uncovered a systematic bias toward high Guanine/Cytosine (G/C) content in the promoters of genes upregulated in foragers (relative to nurse associated promoters)that led to an overestimate of the number of overrepresented TF motifs associated with behavioral state^37^. To ascertain whether a similar bias exists in the CAGE tags that comprise our dataset, we compared the ratio of G/C to A/T nucleotides in the reconstructed promoters of forager and nurse upregulated genes using the Wilcoxon Rank-Sum Test. We then accounted for differences in G/C content by performing our *cis*-motif enrichment analysis using three different backgrounds. For the first test, the background consisted of promoters from genes upregulated in the behavioral state that was not being assessed (i.e., the promoters of forager upregulated genes used the promoters of nurse upregulated genes as a background) in order to emphasize the distinctions in motif distribution between these sets of promoters. We then performed two additional analyses to confirm the validity of these findings, using either: 1) all predicted promoters in OGS v3.2 or 2) randomized portions of the bee genome as the background for each set of promoters.

## Additional Information

**How to cite this article**: Khamis, A. M. *et al.* Insights into the Transcriptional Architecture of Behavioral Plasticity in the Honey Bee Apis mellifera. *Sci. Rep.* **5**, 11136; doi: 10.1038/srep11136 (2015).

**Accession codes**: CAGEscan Sequences for nurse and forager samples have been deposited in NCBI GEO under the accession number [GSE64315].

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

## Figures and Tables

**Figure 1:**
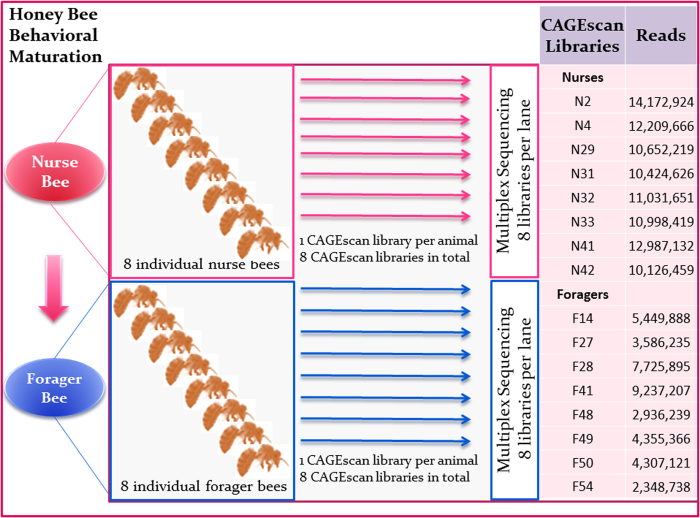
Overview of library preparation and sequencing. CAGEscan libraries were generated from total RNA extracted from individual brains of 8 nurses and 8 foragers. Barcoded cDNAs were pooled into two lanes and sequenced on an Illumina HiSeq2000. The resulting reads can be viewed in the table on the right.

**Figure 2:**
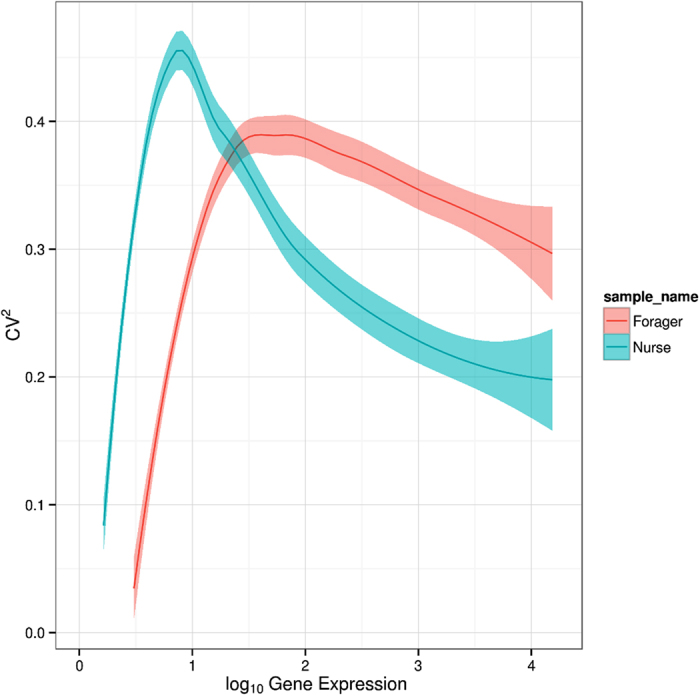
The squared coefficient of variation (CV2) in per-gene expression for foragers and nurses. The x-axis is the log_10_ normalized per-gene expression level and the y-axis is the squared coefficient of variance (CV^2^). It is apparent that variability in gene expression within foragers is higher than nurses for most genes, yet not for genes with a low level of expression (which should be the most prone to variation arising from technical artifacts).

**Figure 3:**
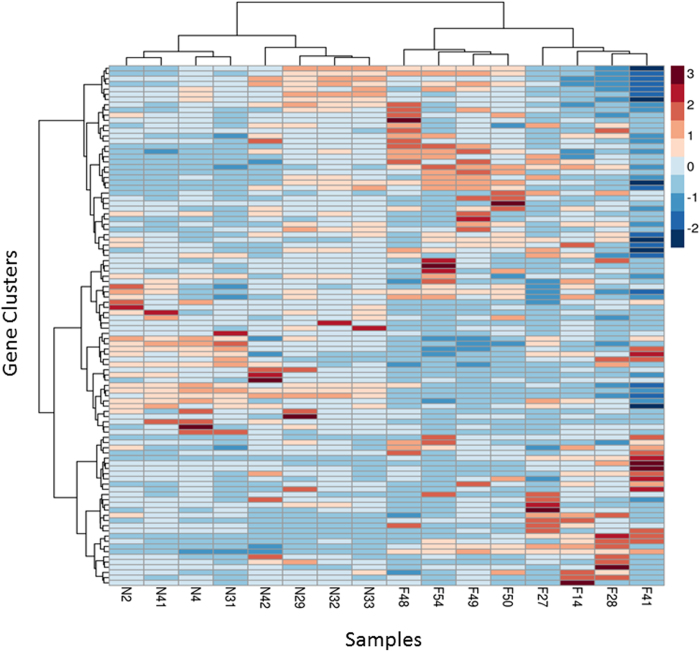
Hierarchical clustering of the brain gene expression profiles of nurse and forager honey bees. Clustering was performed using Ward’s method. Rows correspond to 100 clusters obtained from 12,453 genes by the k-means algorithm and columns represent nurse (‘N’) and forager (‘F’) samples. The scale bar indicates the z-scores of gene expression values, such that highly expressed genes are depicted in 
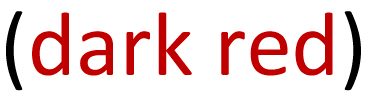
 while genes with low levels of expression are depicted in 
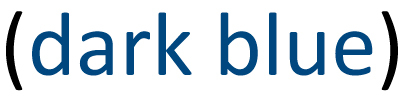
. A heatmap showing the hierarchical clustering of all 12,453 genes without K-Means clustering is provided in (Supplementary Fig. S2).

**Figure 4:**
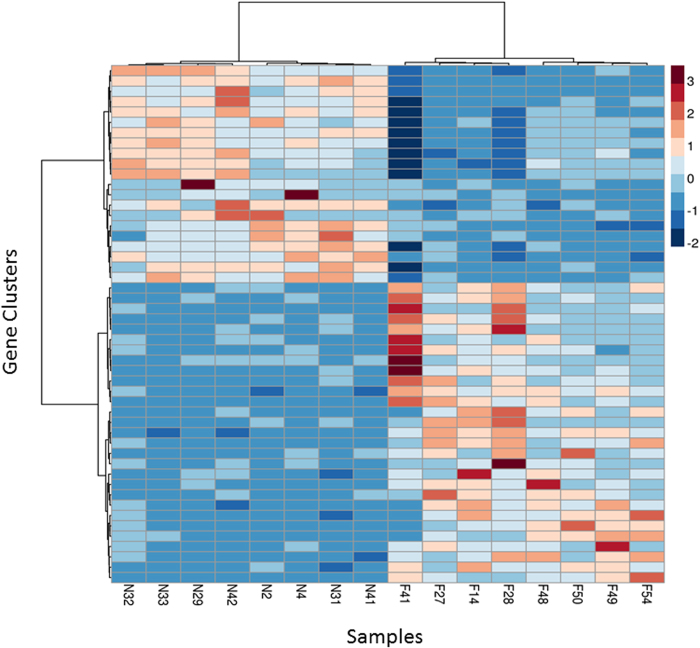
Heatmap for the hierarchical clustering of the differentially expressed brain gene profiles of nurse and forager honey bees. Rows correspond to 50 clusters obtained from 1,058 DEGs by the k-means algorithm. Columns represent samples. The scale bar indicates z-scores of gene expression values, with highly expressed genes depicted in dark red low-expressed genes depicted in dark blue. The heatmap that shows the hierarchical clustering of all 1,058 DEGs without clustering is provided in (Supplementary Fig. S3).

**Figure 5:**
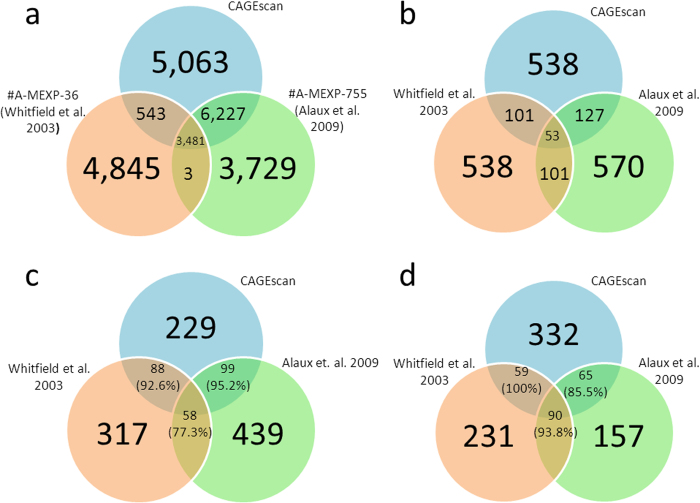
Overlap of DEGs between CAGEscan and previous studies of nurse and forager brain transcriptomes. (a) Represents the relationship between gene models of the newest honey bee genome annotation (OGS 3.2) and the probes that were present on microarray platforms used in previous analyses of honey bee nursing and foraging behavior. Only probes that could be mapped to OGS 3.2 and genes that were present on at least one array (shown in the regions of overlap) were used to assess commonalities between CAGEscan and the two cited studies. (b) Shows the overlap of differentially expressed genes detected by CAGEscan and the two previous microarray based studies of nurse and forager transcription. (c & d) These Venn diagrams display the degree of directional concordance for nurse (c) and forager (d) upregulated genes in the three studies. The areas of overlap represent the number of concordant genes, while the numbers in parentheses indicate the percentage of concordance relative to the number of differentially expressed genes associated with nursing and foraging in each study.

**Figure 6:**
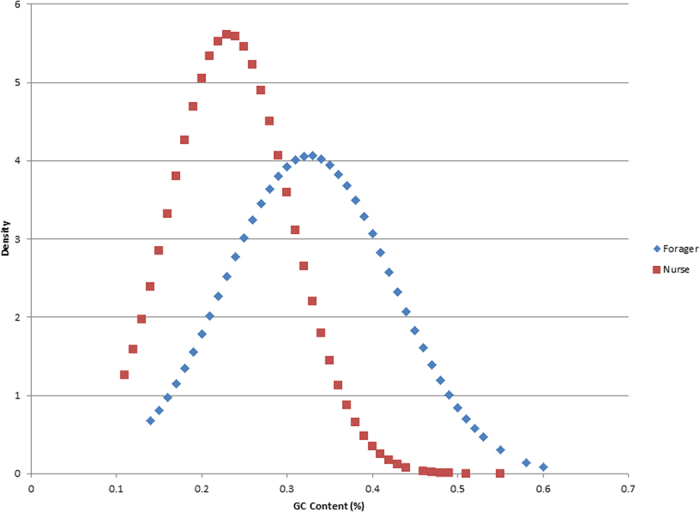
G/C content distribution for the promoters of DEGs. Promoters associated with Forager upregulated genes have a significantly higher percentage of G/C nucleotides than those associated with Nurse upregulated genes, which could bias motif enrichment analyses.

**Figure 7:**
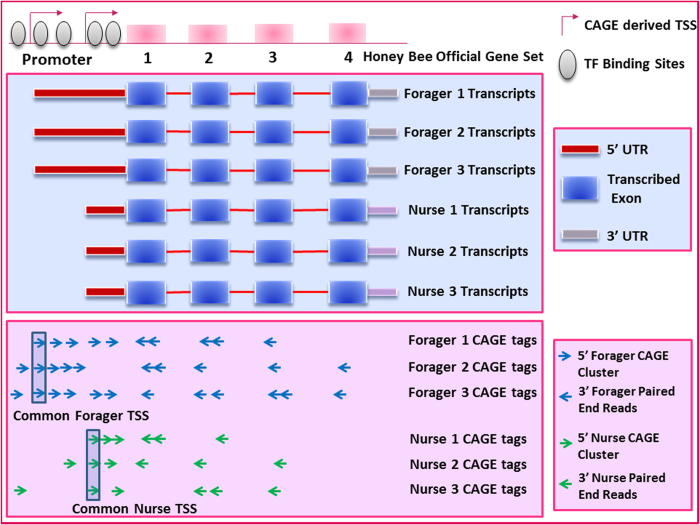
CAGE tags mapping, clustering and TSS identification. After sequencing, the CAGE tags were mapped to v3.2 of the honey bee Official Gene Set to form clusters (the 3’paired end reads are used to facilitate this mapping). A cluster was identified as a ‘common’ TSS for each group if it had the greatest number of CAGE tags relative to all other clusters and was present in all samples within the group. The location of the forager and nurse TSSs was then compared to determine whether differential TSS selection occurred as a consequence of behavioral state. Additionally, promoter regions identified using CAGE can be scanned for differences in TF binding site occurrence to gain insights into the regulatory architecture controlling each gene’s transcription.

**Table 1:** Number of genes that could be associated with CAGE tags.

	**Number of genes**
Total number of genes in OGS3.2	15,314
Number of genes associated with CAGE tags in at least one sample	13,111 (85.6%)
Number of genes associated with CAGE tags in two or more samples	12,453 (81.3%)

**Table 2:** Putative Transcriptional Regulators of Behavioral State.

	**Human Ortholog**	**Fly Ortholog**	**Bee Gene Identifier**
	USF1/USF2	*usf*	GB40634
Nursing Regulators	CXXC1	*cfp1*	GB43820
	MYOD1	*nautilus*	GB55306
Foraging Regulators	RXRA/RXRB	*ultraspiracle*	GB42692
	CREB1	*Creb-B17A*	GB46492
	C/EBP	*slbo*	GB44204
	DFD	*deformed*	GB51299
	HXA1	*labial*	GB51303
	ATF3	*atf3*	GB53401
	DRI	*retained*	GB55596
	NF-κB	*dorsal*	GB42472
	EGR1/EGR2	*stripe*	GB50091
	PAX6	*eyeless*	GB50342
	HES1	*Hairy*	GB47799
	BHE40/BHE41	*cwo*	GB52039

**Table 3:**
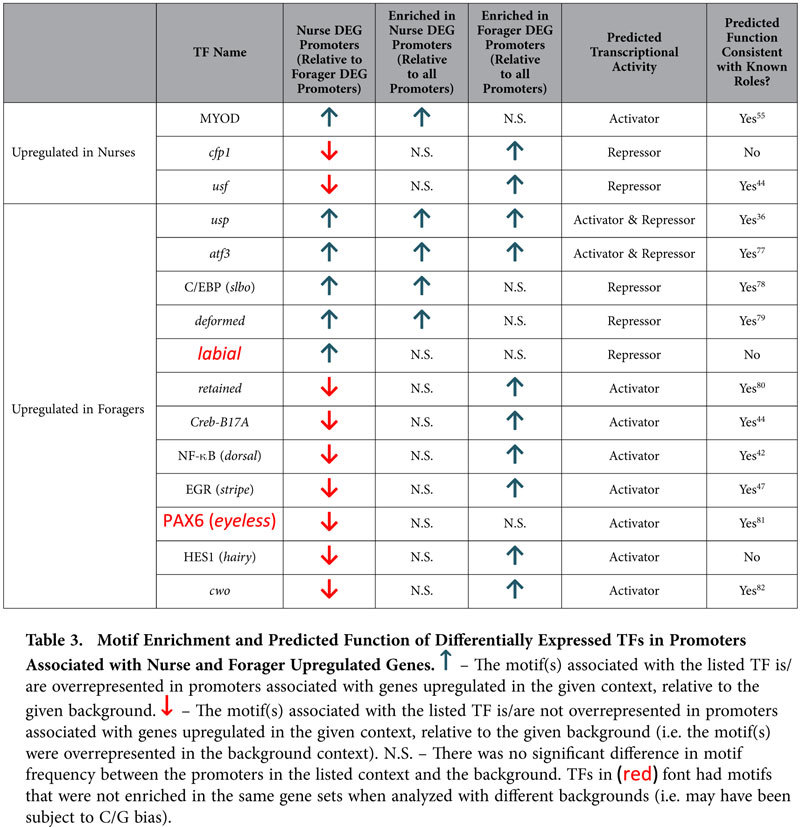
Motif Enrichment and Predicted Function of Differentially Expressed TFs in Promoters Associated with Nurse and Forager Upregulated Genes.

**Table 4:**
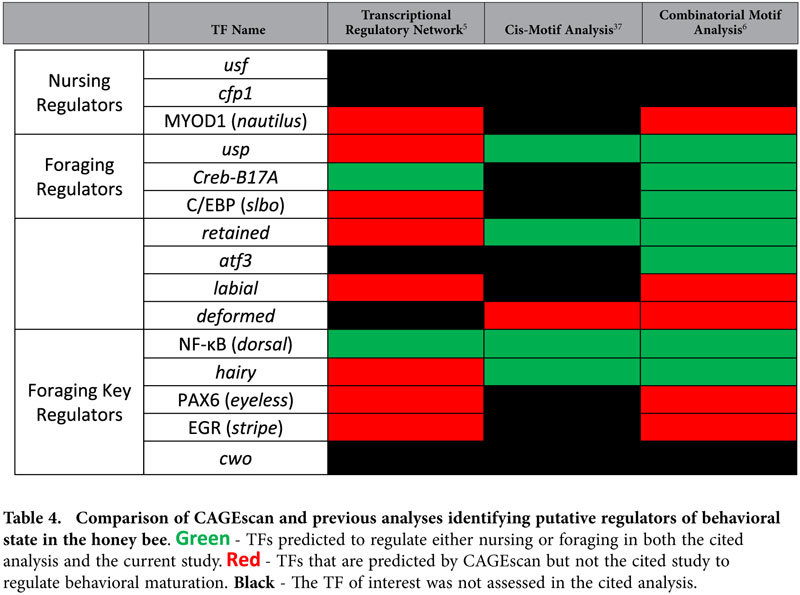
Comparison of CAGEscan and previous analyses identifying putative regulators of behavioral state in the honey bee.

**Table 5:** Summary of the 676 PWMs associated with 1,402 TFs collected from TRANSFAC, Flybase and HOCOMOCO.

	**Number of PWMs**	**Number of TFs Without Isoforms**	**Number of TFs and Isoforms**
TRANSFAC	177	133	185
Flybase	73	142	217
HOCOMOCO	426	405	1,000
Total	676	680	1,402

**Figure:**

**Figure:**

**Figure:**
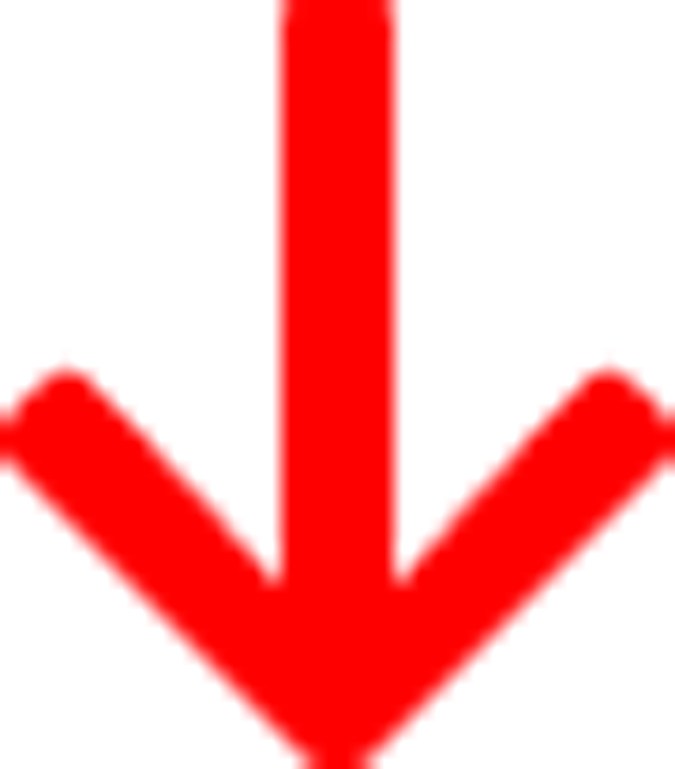

**Figure:**
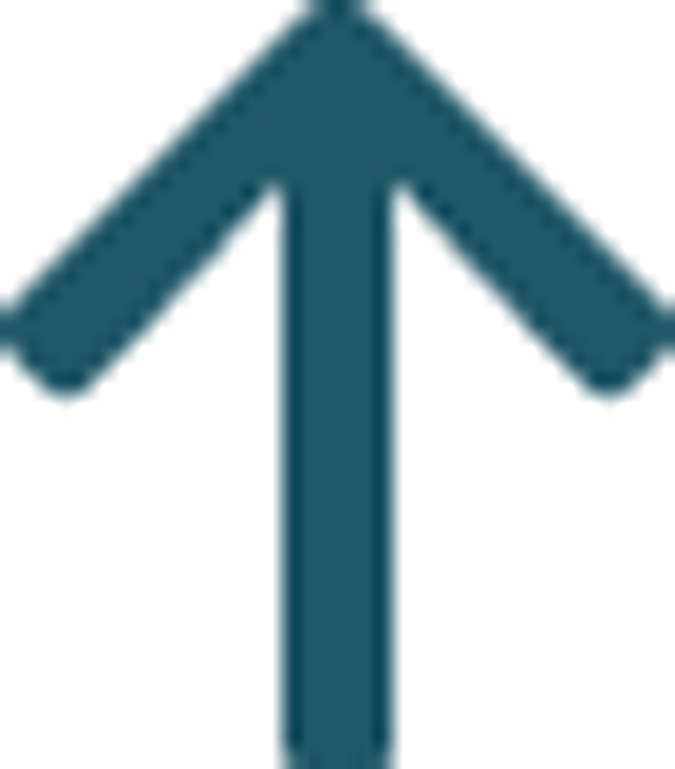

**Figure:**
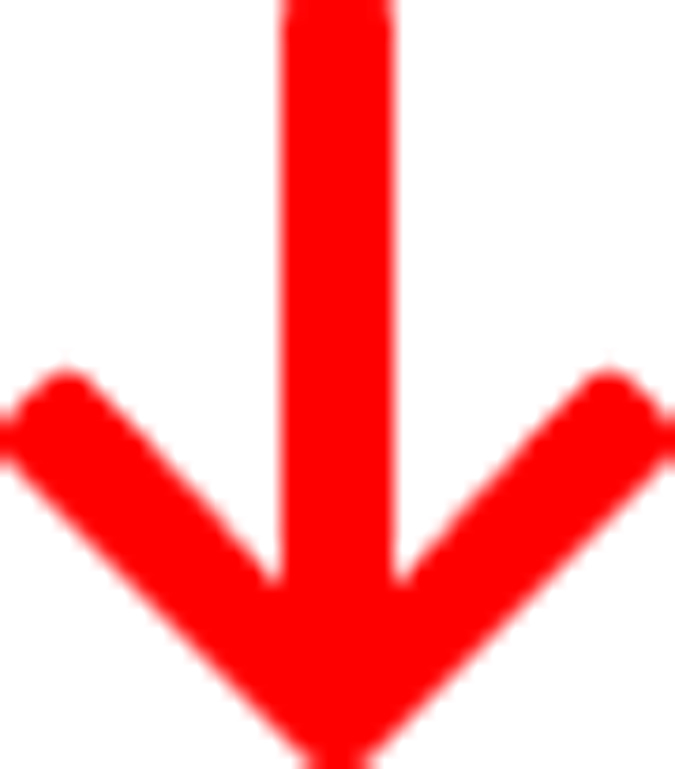

How the deposited data were processed for this re-analysis (not part of the article)

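CAGEscan tags were counted in the brains of 8 nurses and 8 foragers from 1 colony. The authors deposited whole-number counts of tags per OGSv3.2 gene for each bee, without normalization, after trimming and filtering the reads, mapping them to genome version 4.5 and assigning tags to genes; a tag could be counted for 2 adjacent genes. Each pool of 8 barcoded bees is 1 deposited table with 8 unnamed columns, and the bees are numbered here by column. Both tables hold 13111 genes. Total tags ranged from 783393 to 3716058 per bee, so that 3 tags, taken as the smallest number that shows a gene, correspond to 0.807 CPM in the deepest bee and 3.83 CPM in the shallowest. Gene names are the fly orthologs of the supplementary datasets, and coordinates and gene G/C content were not used here.

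Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, common and then tagwise dispersion, the exact test, genes with at least 1 CPM in at least 2 bees, and Benjamini-Hochberg FDR under 0.05. These are the settings of the paper's methods; edgeR's quasi-likelihood test and DESeq2 1.42.0 were alternatives. Log2 fold changes are nurses over foragers, so that negative values are higher in foragers. Means and SDs are of TMM-normalized CPM over 8 bees, and the standard errors are those of the difference in mean log2(CPM + 1) between the groups. Adding 1 shrinks that difference in genes of few CPM, so these values can understate the error of the fold change. The tests were tried on simulated counts with 200 genes changed by a log2 fold change of 1, at an FDR threshold of 0.05. The exact test recovered 93% of them and 8.37% of its calls were false. The quasi-likelihood test recovered 94% with 3.59% false calls, and DESeq2 recovered 94.5% with 13.3% false calls. The simulation gave all genes and both groups the same dispersion, held no outlying bee and changed only genes of higher mean CPM. These rates therefore need not hold for the real counts.

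CV2 was computed on counts rescaled to the smallest total, and the median of its ratio between groups was tested by an exact permutation of bees over 12870 arrangements. On simulated values with a ratio of 2 the test recovered 1.95. These values held no counting noise and no difference in depth, so the effect of depth was not tested by them. Bees were clustered by Ward's method on 1 minus Pearson's r with scipy 1.17.1. Overlaps with the array studies, alternative TSSs and ortholog sets were tested by Fisher's exact test, and promoter G/C content by a permutation test over genes with 100000 resamples, using the lists of Supplementary Datasets 1, 2, 5, 6 and 8. Most genes named in the text were set by a rule before the data were examined: the 26 TFs of Supplementary Dataset 5 and, in each direction, the 5 genes with the largest log2 fold change among those with FDR under 0.05 and no overlap between the groups in CPM. The ribosomal and heat shock orthologs named are members of the sets tested, Amyrel is from the paper's gland list, and GB47541 was named after the result of forager 4 was seen.

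Alternatives set before the data were examined covered the test, the normalization, the filter on low counts, thinning of the counts to 1 depth, the clustering distance and linkage, and leaving out each bee. Thinning was a single random draw. It discards most tags of every nurse and adds counting noise. A call or difference lost on thinned counts can therefore reflect lost power. Sequencing lane and behavioral state coincide, so no comparison within lanes was possible. The motif analyses, the Spearman correlations with the array fold changes, the gland RNA-seq and the tag positions were not analysed here.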

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

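The test on gland genes set against other genes up in foragers and the test on promoter G/C content were chosen only after forager 4's result was seen, in place of first versions that were circular.

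In groups of 8 bees, a bee was singled out when its gap to the nearest other bee, divided by the range of the group. In 18 of 76 groups a bee exceeded it, where chance gives about 3.8. These 18 cases fall on 7 bees; 9 are forager 4, and 11 lie in foragers and 7 in nurses. The 76 groups are not independent, since they are measures on the same bees.

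Forager 4 had the lowest mean correlation with the other foragers, a Pearson r of 0.91 against 0.945 for the next forager (ratio 0.765). It had the highest forager CPM for Hr38, 2682 against 460 in the next (0.879), retn, 21.6 against 4.01 (0.815), Dfd, 80.5 against 27.4 (0.702), slbo, 26.8 against 11 (0.67), h, 641 against 329 (0.633), B-H1, 58.9 against 23.4 (0.623), and cwo, 1314 against 748 (0.58). It had the lowest for repo, 114 against 207 (0.599). Compared with the mean of the other foragers, 1660 genes were more than 2-fold higher in it and 1559 more than 2-fold lower. A single gene, GB47541, took 4.00% of its tags, with 47240 CPM against 3637 to 9908 in the other foragers.

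A difference in depth was tested on counts thinned to 1 total, where forager 4 still stood apart (ratio 0.841). A few genes taking most of the counts were tested by leaving out the 50 genes of highest mean, and the ratio hardly moved (0.767); since the measure is a correlation of log2 values over all genes, this leaves open whether a few genes matter. RNA from the hypopharyngeal gland was tested with the paper's list of 26 gland genes, which lay a median 2.54 log2 units above the mean of the other foragers. This was above 100% of 10000 random lists of genes, but the list holds genes chosen as higher in foragers, so this test could hardly have come out otherwise. Against random lists of other genes up in foragers it was again above 100%. The list also deviated further than those genes in forager 8 (median -3.46 against -0.26) and forager 7 (-1.82 against -0.20), though not in forager 6 (-0.21 against -0.23). Since the list varied widely in other foragers too, this second test shows little more. Forager 4's deviation also rose with promoter G/C content (Spearman rho 0.24 within directions, against -0.22 to 0.15 in the other 7 foragers). Forager 6 had the rho of -0.22 and a mean correlation of 0.952, so a rho of this size need not bring a low correlation. On the gland list forager 8 deviated further, at -3.46, and forager 7 by -1.82, yet the mean correlation of these bees was 0.945 and 0.953, so the gland genes alone do not account for a low correlation. Gland RNA in this brain sample and a bias linked to G/C content remain candidate explanations for part of forager 4's deviation, and a few genes taking most of the counts was not ruled out. No test was set up for a mislabelled sample. Forager 4 lay on the forager side in the 203 genes higher in every nurse and the 69 higher in every forager. These genes were chosen by that separation, with forager 4 counted as a forager, so they cannot judge a swap. Ward's clustering of all 16 bees, made without the labels, placed forager 4 with the foragers. This argues against a swap with a nurse, unless the clusters follow the lanes. With Euclidean distance forager 4 stood alone. No biological explanation was tested.

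The other bees singled out are nurse 4, with the fewest genes detected among nurses, 11115 against 11368 (ratio 0.605); nurse 8, lowest for Xbp1, 86.8 against 127 CPM (0.597), and highest for Eip75B, 129 against 79.1 (0.682), CG11085, 14.1 against 8.51 (0.57), and cfp1, 195 against 133 (0.565); nurse 6 for ctcf, 128 against 98.3 (0.552); nurse 5 for GB50545, 1.15 against 0.315 (0.726); forager 3 for Atf3, 63.3 against 17.5 (0.823); and forager 1 for GB49225, 0.669 against 0 (1.00). The values of GB49225 and GB50545 lie below the CPM that 3 tags give in forager 1 and near it in nurse 5. No explanation was tested for these bees.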

How the results depend on the processing

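The filter that leaves as many genes as Supplementary Dataset 1 implies, the CV2 of thinned counts limited to genes with a mean of at least 10 or 100, and the fits of the gland genes with each bee left out, were chosen only after the result was seen; the other alternatives were set before the data were examined.

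With counts thinned to 1 total, the median ratio of CV2 fell from 2.21 to 1.44 (exact permutation p = 0.115), the number of DEGs from 1169 to 777, and the number up in nurses from 626 to 390. On thinned counts limited to genes with a mean of at least 10 or at least 100 rescaled counts, the ratio was 1.78 or 2.35 (exact permutation p = 0.0524 and 0.0511). With the Poisson share of CV2 subtracted, the forager median of CV2 was 1.90 times the nurse median (exact permutation p = 0.417). The handling of undefined arrangements in this test was corrected after a first result, which had passed the threshold, was seen. This test takes the ratio of medians and not the median of gene ratios, so its p-value does not show what the subtraction alone does. Average linkage placed 12 of the 16 bees on the side of their own group (Fisher's exact p = 0.0769), and Euclidean distance 9 (Fisher's exact p = 1.0). The cophenetic correlation moved from 0.409 to 0.777 with 1 minus r in place of Euclidean distance. The share of DEGs with alternative TSSs fell from 9.21% to 4.56% when a distance of more than 500 bp was required (odds ratio 0.863, Fisher's exact p = 0.406); the background of 5.19% is still counted at more than 100 bp, so these shares cannot be compared. For mitochondrial ribosomal proteins alone, 8 genes were up in nurses, against 13 for all ribosomal proteins (Fisher's exact p = 0.0868).

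With each bee left out in turn, the number of DEGs ranged from 913 to 1271, of genes up in nurses from 499 to 709, of genes up in foragers from 414 to 600, and of TFs called from 19 to 24. The ratio of CV2 ranged from 1.68 to 2.39, the difference in biological coefficient of variation from 0.0152 to 0.11, the cophenetic correlation from 0.339 to 0.566, and the bees on the side of their own group from 8 to 15 of 15. The lowest value of the last came without forager 5, 6, 7 or 8. Of the HPG list, 21 to 26 genes were called. The BCV difference had a jackknife SD of 0.0817. This spread is computed from the same fits, including the 0.0152 without forager 4, so it cannot judge how far the difference moved.

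RLE size factors gave 557 genes up in nurses and 611 in foragers, and DESeq2 697 and 753, so which group had more DEGs depended on these settings. For the 35 genes set by the rule on named genes, over the alternatives and the extremes of the fits with a bee left out, 24 results became weaker, 5 stronger and 0 reversed, and 336 stayed the same. The ribosomal, heat shock and gland genes named were not counted. The cause of these changes was not tested.

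DESeq2 was not used for promoter G/C content, alternative TSSs, and ribosomal and heat shock orthologs, because only 65.5% of its DEGs are in Supplementary Dataset 1; this was decided after values had been obtained. The planned correction for gene G/C content was not run.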

Differences from the paper's values

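The cophenetic correlation was 0.409 against the paper's 0.78. With 1 minus Pearson's r in place of Euclidean distance it was 0.777, which closes the gap; log2 values (0.39) and average linkage (0.512) do not.

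The log2 fold change of GB49225 was 3.83 against the paper's 4.2401. None of the alternatives set before the data were examined closed the gap: with all bees they gave 3.42 to 3.89, and with each bee left out in turn 3.64 to 5.35. The highest was without forager 1, the only forager with a count of this gene. With no forager count left, that value cannot be compared with the paper's.

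The paper lists usp, CG11085 and usf as differentially expressed. Here their FDRs were 0.0612, 0.111 and 0.0911, with log2 fold changes of -0.73, -0.95 and 0.59. DESeq2 (adjusted p = 0.0323), RLE size factors (FDR 0.0469) and the stricter filter (FDR 0.0498) called usp, as did several fits with a bee left out (at the farthest, a log2 fold change of -0.83 and an FDR of 0.0271). The fit without forager 6 called usf (log2 fold change 0.69, FDR 0.0489), and the fit without forager 7 called CG11085.

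The legend of Fig. 2 states that variation is higher in foragers for most genes but not for genes with low expression. Here 76.2% of genes with a mean rescaled count under 1 had the higher CV2 in foragers, and 78.8% of genes with a mean from 1 to 10. On thinned counts, an alternative set before the data were examined, these shares were 40.5% and 52.4%. The median CV2 of thinned counts under 1 was 3.43 in both groups, so the 40.5% does not show lower variation in foragers.

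The paper calls the numbers of genes up in each group almost identical. Here 626 were up in nurses and 543 in foragers. On thinned counts they were 390 and 387.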

Other observations

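The splits of the bees, the tests of the biological coefficient of variation, of the barcode, of promoter G/C content within groups and of the filter, and the CV2 of thinned counts limited to higher means, were chosen only after the results were seen, and the comparisons of TFs with gland genes, with and without forager 4, were prompted by a pattern seen in that bee.

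The real grouping was set against 99 other splits of the 16 bees into 8 and 8, drawn from 6435 possible. For the number of DEGs, of genes up in nurses and of genes up in foragers, 1 of 100 splits, the real one, gave as many; the other splits gave a median of 1 DEG and at most 585. The same held for TFs, with 1 of 100, but the 26 TFs were chosen by the paper from these bees, so that count shows little. Lane, sequencing run and cDNA input follow the same split, so this comparison cannot tell behavioral state apart from them. Directional calls shared with the array studies were in the same direction for 96.2% of 158 and 91.4% of 186. The rest went the other way (exact binomial tests, p = 1.1e-37 and 1.1e-33, with genes that are not independent replicates). The array studies share none of these lanes, which argues against lane alone as the cause for these genes.

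For the difference in biological coefficient of variation, 37 of 100 splits gave a value as large, and without forager 4 it was 0.0152, so 1 bee may account for most of it. Before any correction for depth, the ratio of CV2 was less dependent on a single bee. Its largest exact permutation p with 1 bee left out was 0.00264, and its lowest value, without forager 4, was 1.68. On thinned counts, the forager median CV2 for genes with a mean from 1 to 10 was 0.381, and 0.342 without forager 4 (nurses 0.35). For a mean from 100 to 1000 it was 0.056, and 0.0307 without forager 4 (nurses 0.0243). Forager 4 thus carried much of the excess in these genes. On thinned counts the ratio over all genes was 1.44 and not past the threshold. With the Poisson share of CV2 subtracted, the ratio of the group medians, another measure, was 1.90, again not past the threshold (exact permutation p = 0.417). That test was corrected after its first result was seen. For genes with a mean of at least 10 rescaled counts, not corrected for depth, the median ratio over genes was 2.43 (exact permutation p = 0.00187). On thinned counts of these genes it was 1.78, just short of the threshold (exact permutation p = 0.0524). For genes with a mean of at least 100 it was 2.35 on thinned counts, with 82.8% of 1655 genes higher in foragers, again just short of the threshold (exact permutation p = 0.0511). In the genes with a mean above 1000, thinning hardly moved the median CV2, from 0.02 to 0.0207 in nurses and from 0.0521 to 0.0549 in foragers, so the difference in depth does not account for the difference in these genes; without forager 4 the forager value on thinned counts was 0.026. The difference in biological coefficient of variation was 0.113 on thinned counts against 0.0947, but it rests largely on forager 4. Depth therefore remains a candidate explanation for the higher CV2 of foragers in genes with fewer tags. It does not for the 66 genes with a mean above 1000 on thinned counts. With total tags made equal, but not the cDNA input, none of the 3 ratios tested passed the threshold across bees. This does not show that depth is the cause.

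GC content bias between the lanes could make promoter G/C content differ between the sets of DEGs. Among DEGs that changed in the same direction on an array, the difference was still 9.04 percentage points (141 forager and 104 nurse genes; permutation p = 1e-05, the smallest it can give), against 11.2 for the other DEGs. These genes were still chosen by their call in the CAGEscan counts, so a lane bias in G/C content could have selected them too, and the difference cannot be told apart from it. Gene length and shared reads were not tested.

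Within each group 1 axis held much of the variation between bees, 26.7% in nurses and 53.5% in foragers over 7364 genes, and its gene loadings had a Pearson r of 0.596 between the groups. In foragers it mostly sets forager 4 apart (score 66.9, the others -26.2 to 18.6), so its share of variation and its relation to G/C content largely restate the deviation of that bee. Depth did not follow the axis (larger exact permutation p = 0.443). Columns with the same number in both tables resembled each other more than other columns did (mean r 0.15 against -0.02; exact permutation p = 0.0405), so a barcode or position shared by column number is a candidate explanation, although the columns carry no names and the order may mean nothing. The forager loadings rose with promoter G/C content (rho 0.21 over 762 DEGs, and 0.10 in nurses), which cannot be told apart from an effect of G/C content. No biological explanation was tested.

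Among the 8 foragers, 22 TFs were compared with the level of 25 gland genes. After correction, 3 followed it: retn (r 0.898), Dfd (r 0.896) and h (r 0.88), with adjusted exact permutation p of 0.0368, 0.0378 and 0.0368. Without forager 4, the highest of the 8 for these 3 TFs and for the gland genes, r was 0.868, 0.854 and 0.826 (unadjusted exact permutation p of 0.0187, 0.0214 and 0.00694). Hr38 (r 0.892) and Xbp1 (r 0.836, against -0.032 with all 8) then also had an unadjusted exact permutation p under 0.05. No correction over the 22 TFs was applied without forager 4. Dfd is itself on the paper's gland list and was left out of the level. By Spearman correlation 6 of the 22 TFs had an adjusted exact permutation p under 0.05, these 3 with Hr38 (rho 0.905), CG11085 (rho 0.857) and ctcf (rho -0.857, falling as the gland level rises). Unadjusted, 10 passed by Pearson and 12 by Spearman correlation. RNA from the hypopharyngeal gland in the brain samples is a candidate explanation for these 3 TFs. Of the other genes up in foragers, 22.8% had an exact p under 0.05, against 45.5% of the TFs, and the pattern cannot be told apart from variation shared by genes up in foragers. Whether the gland expresses retn and h was not analysed here.

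More DEGs were called here, 1169, than the paper's 1058. The filter on low counts was tested as the source: with the filter that leaves 10287 genes, as Supplementary Dataset 1 implies, 1188 were called, so the filter does not account for the excess.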
